# Mesenchyme instructs growth while epithelium directs branching in the mouse mammary gland

**DOI:** 10.7554/eLife.93326

**Published:** 2024-03-05

**Authors:** Qiang Lan, Ewelina Trela, Riitta Lindström, Jyoti Prabha Satta, Beata Kaczyńska, Mona M Christensen, Martin Holzenberger, Jukka Jernvall, Marja L Mikkola

**Keywords:** mammary gland, epithelial-mesenchymal interaction, branching morphogenesis, ectodysplasin A, Wnt, IGF-1, Mouse

## Abstract

The mammary gland is a unique organ that undergoes dynamic alterations throughout a female’s reproductive life, making it an ideal model for developmental, stem cell and cancer biology research. Mammary gland development begins in utero and proceeds via a quiescent bud stage before the initial outgrowth and subsequent branching morphogenesis. How mammary epithelial cells transit from quiescence to an actively proliferating and branching tissue during embryogenesis and, importantly, how the branch pattern is determined remain largely unknown. Here, we provide evidence indicating that epithelial cell proliferation and onset of branching are independent processes, yet partially coordinated by the Eda signaling pathway. Through heterotypic and heterochronic epithelial-mesenchymal recombination experiments between mouse mammary and salivary gland tissues and ex vivo live imaging, we demonstrate that unlike previously concluded, the mode of branching is an intrinsic property of the mammary epithelium whereas the pace of growth and the density of ductal tree are determined by the mesenchyme. Transcriptomic profiling and ex vivo and in vivo functional studies in mice disclose that mesenchymal Wnt/ß-catenin signaling, and in particular IGF-1 downstream of it critically regulate mammary gland growth. These results underscore the general need to carefully deconstruct the different developmental processes producing branched organs.

## Introduction

Branching morphogenesis is a common developmental process driving the formation of a number of organs including lung, kidney, salivary, and mammary gland (Lang et al., 2021). Although some fundamental principles are shared, each organ employs its unique branching strategy – mode and density of branching – to achieve the proper architecture tailored to its function (Goodwin and Nelson, 2020; Lang et al., 2021; Myllymäki and Mikkola, 2019). In recent decades, significant advancements have been made in unraveling the underlying mechanisms of branching morphogenesis in various organs and species. However, many questions remain unanswered, especially regarding the mammary gland as much of the research focus has been on its postnatal growth (Goodwin and Nelson, 2020; Lang et al., 2021). Yet, mammary gland morphogenesis commences already during fetal life by formation of placodes, local epithelial thickenings, in the flanks of the fetus. How these early steps of branching morphogenesis differ between mammary gland and other organs remains poorly understood.

In mice, five pairs of mammary placodes emerge around embryonic day 11 (E11). Placodes invaginate by E13 giving rise to buds that are now surrounded by condensed, mammary-specific mesenchyme (Sakakura et al., 2013; Spina and Cowin, 2021; Watson and Khaled, 2020). Mammary buds stay relatively non-proliferative until E15-E16 when they sprout toward the adjacent ‘secondary’ mammary mesenchyme, the fat pad precursor tissue that later gives rise to the adult stroma. Branching begins at E16, and by E18 (1–2 days prior to birth) mammary rudiments have developed into small ductal trees with 10–25 branches (Lindström et al., 2022; Myllymäki and Mikkola, 2019). In contrast to the postnatal bilayered mammary epithelium consisting of outer basal and inner luminal cells, embryonic mammary rudiments undergo branching as a solid mass of epithelial cells without lumen. Mammary rudiments initially consist of multipotent precursors that become restricted to basal and luminal lineages during later stages of embryogenesis (Lilja et al., 2018; Wuidart et al., 2018). The mechanisms governing the exit from quiescence and acquisition of branching ability are still enigmatic. During puberty, stochastic distribution of proliferating mammary stem cells drives the non-stereotypic branching of pubertal mammary gland (Scheele et al., 2017). However, whether a causal link exists between onset of proliferation and initial outgrowth in embryonic mammary gland development is currently unknown.

Reciprocal epithelial-mesenchymal tissue interactions are critical for mammary gland development at all stages. Many signaling pathways essential for mammary placode and bud formation have been identified, but the paracrine factors regulating branching during embryogenesis are less well understood (Cowin and Wysolmerski, 2010; Hiremath and Wysolmerski, 2013; Spina and Cowin, 2021; Watson and Khaled, 2020). The tumor necrosis factor family member ectodysplasin A1 (Eda) is one such mesenchymal factor: Eda deficiency compromises ductal growth and branching, while mice overexpressing Eda exhibit a dramatic ductal phenotype with precocious sprouting and excessive growth and branching (Elo et al., 2017; Voutilainen et al., 2012). In addition, the Wnt and fibroblast growth factor (Fgf) pathways are likely involved (Cowin and Wysolmerski, 2010; Lindström et al., 2022), but the early developmental arrest observed in mice where these pathways are inactivated (Chu et al., 2004; Mailleux et al., 2002) has hampered elucidation of their exact roles during branching morphogenesis.

Importantly, the current paradigm posits that the mesenchyme specifies the epithelial branching pattern in all branched organs (Lang et al., 2021; Myllymäki and Mikkola, 2019). This conclusion stems from tissue recombination experiments where epithelia and mesenchymes of different origins have been exchanged: lung mesenchyme instructs the kidney epithelium to adopt a lung-type branching pattern while organ-specific mode of branching is maintained in homotypic tissue recombinants (Kispert et al., 1996; Lin et al., 2003). The same conclusion was drawn from the pioneering experiments involving salivary gland mesenchyme and mammary gland epithelium. Even though the mammary epithelium retained its cellular identity, the branch pattern was reported to be salivary gland-like: branches formed at higher density and by tip clefting rather than lateral branching (Kratochwil, 1969; Sakakura et al., 1976). In addition, salivary gland mesenchyme promoted much faster growth. Although the evidence from the early experiments appears compelling, the underlying molecular basis remained elusive.

To uncover the regulation of mammary gland branching, we first revisited the heterochronic tissue recombination using mammary tissues. Our results show that the timing of the initial branching is epithelium-dependent, yet epithelial-mesenchymal interactions are indispensable for the outgrowth to occur. In strong contrast to the previous reports and to the paradigm of the role of the mesenchyme in directing branching (Kratochwil, 1969; Sakakura et al., 1976), live imaging disclosed that salivary gland mesenchyme failed to switch the mode of mammary branching into salivary-like. This implies that branch pattern formation is an intrinsic property of the mammary epithelium. Nevertheless, salivary mesenchyme had a major growth-promoting effect on the mammary epithelium once it had acquired branching capacity. Transcriptomic profiling of mammary and salivary gland mesenchymes identified mesenchymal Wnt/ß-catenin pathway and its downstream target *Igf1* as potential drivers of epithelial growth, thereby deconstructing mode of branching from growth control in mammary development.

## Results

### The timing of onset of branching is an intrinsic property of the mammary epithelium

To assess whether timing of the mammary initial branching can be influenced by tissues of different developmental stages, we performed heterochronic epithelial-mesenchymal recombination experiments. To this end, we used tissues micro-dissected from fluorescently labeled transgenic mice allowing day-to-day imaging, as well as evaluation of the purity of the tissue compartments (Figure 1A and Figure 1—figure supplement 1A and B). Because anterior mammary glands are more advanced in their development than the posterior ones (Lindström et al., 2022), only mammary glands 1–3 were used throughout the study, unless otherwise specified, to avoid any biases caused by the asynchrony.

**Figure 1.**
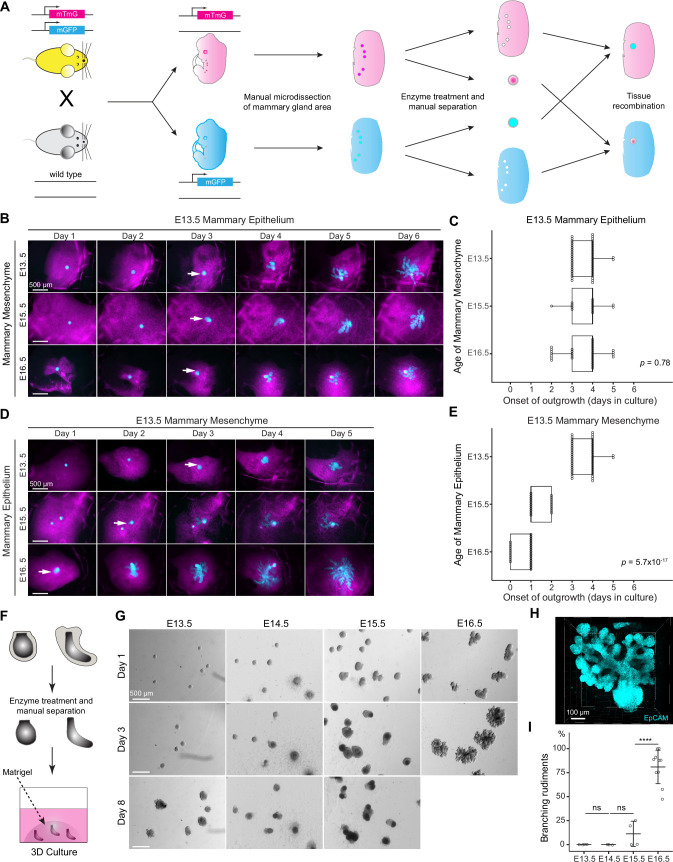
The timing of mammary gland outgrowth is an inherent property of the epithelium. (**A**) A scheme illustrating the experimental procedure used in tissue recombination experiments. (**B**) Representative images showing the onset of outgrowth of E13.5 mammary epithelia recombined with E13.5, E15.5, or E16.5 mammary mesenchymes, respectively. The appearance of the primary outgrowth is indicated with arrow. Scale bar, 500 µm. (**C**) Quantification of the time (in days) required for onset of the branching. Data were pooled from three to six independent experiments of E13.5 mammary epithelia recombined with E13.5 (n=46 explants), E15.5 (n=14), and E16.5 (n=30) mammary mesenchymes. Statistical significance was assessed with the Kruskal–Wallis test. (**D**) Representative images showing onset of outgrowth of E13.5, E15.5, and E16.5 mammary epithelia recombined with E13.5 mammary mesenchymes. The appearance of the primary outgrowth is indicated with arrows. Scale bar, 500 µm. (**E**) Quantification of the time (in days) required for the onset of the primary outgrowth. Data were pooled from three to six independent experiments of E13.5 (n=46 explants), E15.5 (n=20) and E16.5 (n=27) mammary epithelia recombined with E13.5 mammary mesenchyme. Statistical significance was assessed with the Kruskal–Wallis test. (**F**) A scheme illustrating the 3D culture of intact, mesenchyme-free epithelial mammary rudiments. (**G**) Representative images showing the growth of E13.5, E14.5, E15.5, and E16.5 epithelial mammary rudiments in 3D culture; only E16.5 mammary rudiments were capable of branching (see also Figure 1—figure supplement 1C). Scale bar, 500 µm. (**H**) Representative 3D projection image of an EpCAM-stained E16.5 mammary rudiment after three days of 3D culture in Matrigel. Scale bar, 100 µm. (**I**) Quantification of branching mammary rudiments in 3D culture. Data are presented as percentage of branching mammary rudiments (mean ± SD) from a total of 4 (E13.5), 3 (E14.5), 4 (E15.5), and 10 (E16.5) independent experiments (each with minimum 6 rudiments in culture). The statistical significances were assessed using unpaired two-tailed Student’s *t*-test with Bonferroni correction. ns, non-significant; ****, p<0.001. Figure 1—source data 1.Source data of quantifications represented as graphs in Figure 1C, E1.

**Figure 1—figure supplement 1.**
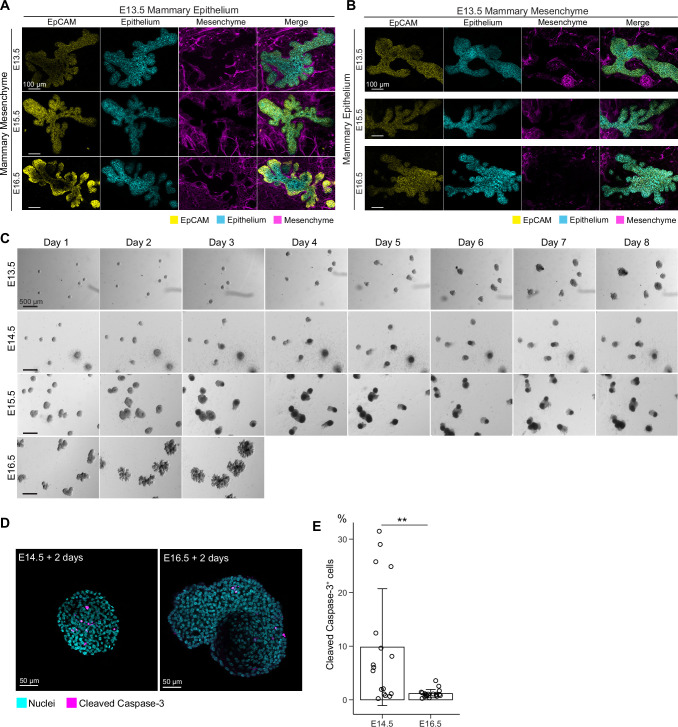
Mesenchyme does not alter the timing of mammary gland outgrowth but is required for initiation of branching. (**A, B**) Confocal optical sections of whole-mount imaged explants at the end of the experiment from Figure 1B and D, Epithelium and mesenchyme were always isolated from embryos ubiquitously expressing a different fluorescent protein (GFP or tdTomato). (**A**) Representative images showing E13.5 mammary epithelia (cyan) recombined with E13.5, E15.5, or E16.5 mammary mesenchymes (magenta) stained with EpCAM to assess the purity of the epithelial compartment. Scale bars, 100 µm. (**B**) Representative images showing E13.5, E15.5, or E16.5 mammary epithelia (cyan) recombined with E13.5 mammary mesenchyme (magenta) stained with EpCAM to assess the purity of the epithelial compartment. Scale bars, 100 µm. (**C**) Representative images showing the growth of E13.5, E14.5, E15.5, and E16.5 epithelial mammary rudiments in 3D Matrigel culture. Images were acquired once per day. Scale bar, 500 µm. (**D, E**) Confocal optical sections of whole mount-stained E14.5 and E16.5 mammary epithelia after 2 days of culture in 3D Matrigel matrix, stained for cleaved caspase-3 and nuclei (**D**). Quantification of the percentage of cleaved caspase-3 positive cells is shown in (**E**). Altogether, 17 mammary epithelia from ten E14.5 embryos and 19 mammary epithelia from ten E16.5 embryos were assessed. Scale bar, 50 µm. Data are pooled from two to three independent experiments and presented as mean ± SD. Statistical significances were calculated with unpaired two-tailed Student’s *t*-test. **, p<0.01. Figure 1—figure supplement 1—source data 1.Source data of quantifications represented as graphs in Figure 1—figure supplement 1E.

It has been previously shown that early (E12) mammary mesenchyme does not alter the onset of branching of the mammary epithelium (E12 to E16) in ex vivo tissue recombination experiments (Kratochwil, 1969). However, the ability of late mammary mesenchyme to advance epithelial outgrowth and branching has not been assessed. To answer this question, we recombined E13.5 mammary epithelia (bud stage) with E13.5, E15.5, or E16.5 (when the very first branches are evident) mammary mesenchymes. In the control explants (E13.5 epithelia with E13.5 mesenchyme), branching started after 3–4 days of culture (Figure 1B and C), in good agreement with development in vivo. No precocious branching was observed when ‘older’ mesenchyme was used: when E13.5 epithelia were cultured with either E15.5 or E16.5 mesenchyme, branching was again evident only after 3–4 days of culture (Figure 1B and C). As an additional control, we performed similar experiments as described by Kratochwil, 1969, and cultured E13.5, E15.5, or E16.5 mammary epithelia with E13.5 mammary mesenchyme (Figure 1D). As previously reported, all epithelia branched in E13.5 mesenchyme, and outgrowth started after 3–4, 1–2, and 0–1 days of culture, respectively (Figure 1E), correlating with the stage of epithelium and its developmental pace in vivo.

Next, we asked whether the mesenchyme is needed for initiation of branching. To this end, we utilized a mesenchyme-free 3D mammary organoid technique to culture micro-dissected intact mammary rudiments in a serum-free medium with growth supplements (Lan et al., 2022; Figure 1F). In the 3D Matrigel matrix, E16.5 mammary epithelia generated large branching trees in just 3 days (Figure 1G and H, and Figure 1—figure supplement 1C), whereas epithelia from earlier stages (E13.5 to E15.5) consistently failed to branch even after 8 days of culture. Some specimens enlarged in size, yet they failed to progress, except for occasional E15.5 epithelia that generated a few branches (Figure 1G–I and Figure 1—figure supplement 1C). To assess if apoptosis could explain the failure of E13.5-E15.5 epithelia to generate outgrowths, we quantified cleaved caspase-3^+^ cells after 2 days in 3D culture. A significant increase in apoptosis was observed in E14.5 epithelia compared to E16.5 epithelia (Figure 1—figure supplement 1D and E). However, ~40% of the E14.5 samples exhibited low levels of apoptosis, similar to that observed in E16.5 samples, suggesting that apoptosis may contribute to, but is unlikely to be the primary factor limiting the branching capacity of E13.5-E15.5 mammary epithelia in mesenchyme-free 3D culture.

Besides confirming previous observations (Kratochwil, 1969), our results reveal that mesenchymes from advanced embryonic developmental stages could not alter the pace of epithelial outgrowth, yet epithelial-mesenchymal interactions are indispensable for the mammary epithelium to acquire branching ability.

### Basal-cell biased proliferation is activated in mammary epithelium prior to initiation of branching

Next, we sought to determine which mammary epithelial properties are required for the onset of branching. The majority of mammary epithelial cells are quiescent at the placode and bud stages (Balinsky, 1950; Lee et al., 2011; Trela et al., 2021), and proliferation is thought to resume when branching begins at around E16 (Balinsky, 1950). Such coincidence suggests that activation of proliferation may closely cooperate with, or even drive the onset of branching. To gain more insight into the quiescent stage of the embryonic mammary primordium, we first quantified the volume of the mammary epithelium with the aid of 3D surface renderings of EpCAM-stained specimens (Figure 2A). The volume of mammary rudiments steadily increased from E13.5 to E16.5 (Figure 2B), whereas quantification of the branch (tip) number showed that active branching did not take place until E16.5 (Figure 2C).

**Figure 2.**
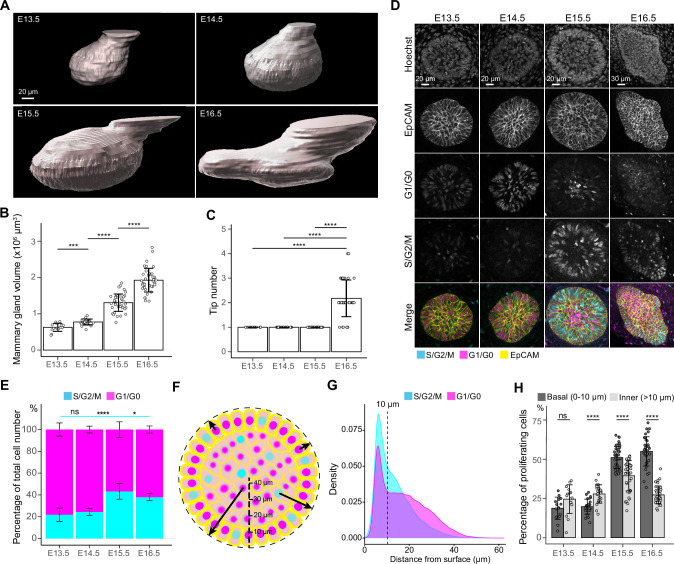
Cell cycle dynamics in embryonic mammary glands. (**A**) Representative 3D surface rendering images of EpCAM-stained E13.5, E14.5, E15.5, and E16.5 epithelial mammary rudiments, based on 3D confocal imaging. Mammary gland 2 is shown. Scale bar, 20 µm. (**B, C**) Quantification of epithelial mammary gland volume (**B**) and number of branching tips (**C**), n_E13.5_=15, n_E14.5_=24, n_E15.5_=41, n_E16.5_=36. (**D**) Confocal optical sections of whole mount-stained mammary glands from E13.5, E14.5, E15.5, and E16.5 Fucci2a embryos stained with EpCAM. Scale bars, 20 µm (E13.5-E15.5) and 30 µm (E16.5). (**E**) Quantification of the proportions of all epithelial cells in S/G2/M and G1/G0 phases. Altogether, 15 glands (in total 9228 cells) from three E13.5 embryos, 24 glands (in total 17,599 cells) from five E14.5 embryos, 41 glands (in total 40,431 cells) from eight E15.5 embryos, and 36 glands (in total 50,574 cells) from seven E16.5 embryos were analyzed. (**F**) A schematic image illustrating how the distance of cells (center of the nucleus) was quantified with respect to the surface of mammary rudiments. (**G**) Density plot showing the distribution of the distance of nuclei in S/G2/M and G1/G0 phase to the surface of the mammary rudiment. Density plot revealed that a cluster of cells was localized within the distance of 10 µm (dashed line), which was set as the threshold to define ‘basal’ and ‘inner’ (luminal) cells. (**H**) Quantification of the proportion of epithelial cells in S/G2/M phase in basal and inner compartments in E13.5-E16.5 epithelial mammary rudiments. Sample sizes are as in (**E**). Data are presented as mean ± SD. The statistical significance was assessed using unpaired two-tailed Student’s *t*-test with Bonferroni correction. ns, non-significant; *, p<0.05; ***, p<0.001; ****, p<0.0001. Figure 2—source data 1.Source data of quantifications represented as graphs in Figure 2B, C, E and H.

To analyze epithelial proliferation between E13.5 and E16.5, we investigated cell cycle dynamics using the Fucci2a mouse model derived from the *Rosa26*^Fucci2a flox/Fucci2a flox^ mice (Mort et al., 2014) by permanently deleting the stop cassette. This resulted in mice where cells in S/G2/M phase of the cell cycle constitutively express nuclear mVenus while cells in G1/G0 express nuclear mCherry. The ratios of mammary epithelial cells in S/G2/M and G1/G0 phases were quantified in 3D after whole-mount staining with EpCAM (Figure 2D). In line with the previous report (Trela et al., 2021), only ~20% of mammary epithelial cells were in S/G2/M phase at E13.5, with no apparent change at E14.5 (Figure 2E). However, the proportion of S/G2/M cells significantly increased at E15.5 but plateaued and even slightly decreased at E16.5 when branching was evident (Figure 2E). Notably, the proliferating cells exhibited a tendency to localize close to the epithelial-mesenchymal interface (basal layer) starting from E15.5 (Figure 2D).

Next, we examined in more detail whether the proliferative cells display any bias in their distribution at E13.5-E16.5. Due to the absence of clear spatial segregation of basal and luminal lineage markers during these early developmental stages (Wuidart et al., 2018), we focused on the location of the cells and measured the distance of each nucleus to the surface of epithelial mammary rudiments (i.e. epithelial-mesenchymal border) in 3D (Figure 2F). Distribution of all nuclei revealed a significant fraction of cells localizing within 10 µm distance from the epithelial surface (dashed line in Figure 2G), corresponding well with the confocal images showing radially organized, basally-located elongated cells in the same position (Figure 2D and F). Next, we stratified the epithelial cells to basal (nuclear distance less than or equal to 10 µm from the surface) and inner (“luminal”) (nuclear distance more than 10 µm) ones and quantified the ratios of S/G2/M and G1/G0 cells in each compartment (Figure 2H). At E13.5 and E14.5, the proportion of S/G2/M cells was higher in the inner compartment, though the difference was statistically significant only at E14.5. However, concomitant with the overall increase in proliferation (Figure 2E), there was a switch in the proportion of S/G2/M and G1/G0 cells at E15.5 and E16.5, basal cells being significantly more proliferative.

### Basal-cell biased proliferation is not sufficient to drive initiation of branching

The observation that basal cell-biased proliferation occurred prior to onset of branching suggests that it might be a prerequisite for branching to occur. To further investigate the potential link between proliferation and initiation of branching, we took advantage of a mouse model that displays precocious branching, the Krt14-Eda mouse overexpressing Eda under the keratin 14 (Krt14) promoter (Mustonen et al., 2003). Eda and its epithelially-expressed receptor Edar regulate growth and branching of the embryonic and pubertal mammary gland (Chang et al., 2009; Elo et al., 2017; Voutilainen et al., 2012; Voutilainen et al., 2015; Williams et al., 2022). In Krt14-Eda embryos, mammary epithelial proliferation is increased, and branching is initiated already at E14.5 (Voutilainen et al., 2012).

To more closely examine the cellular alterations induced by Eda, we quantified the size, branch tip number, and proliferation status in Krt14-Eda embryos and their wild type littermates at E13.5 and E14.5. Mammary buds of Krt14-Eda embryos were significantly larger already at E13.5 (Figure 3A and B), and at E14.5, the volume was comparable to those of E16.5 wild type embryos (compare Figure 3B to Figure 2B, all mice in C57Bl/6 background). As reported (Voutilainen et al., 2012), branching was evident in Krt14-Eda embryos already at E14.5 (Figure 3C).

**Figure 3.**
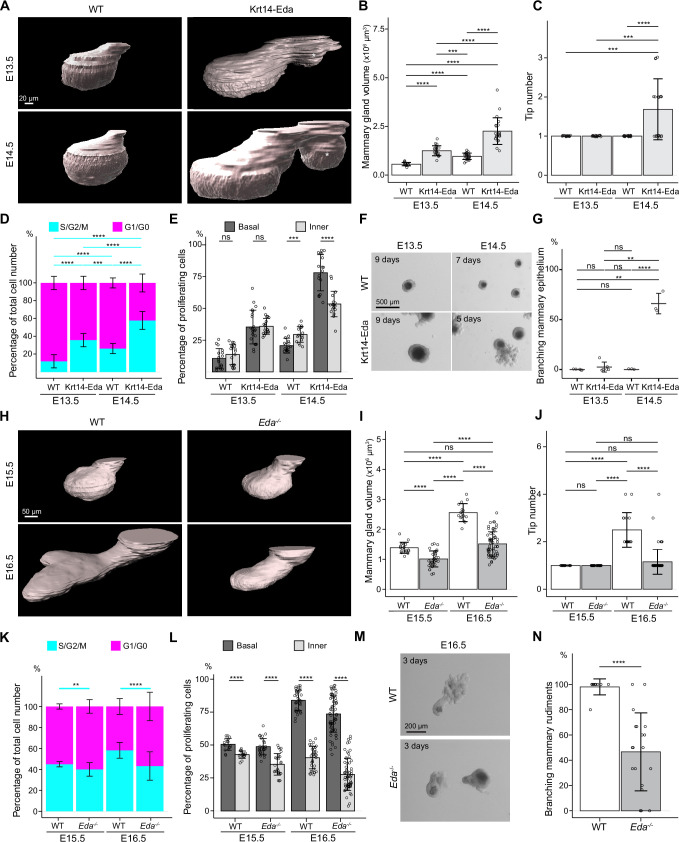
Basal-cell biased proliferation precedes, but is not sufficient to drive onset of branching. (**A**) Representative 3D surface rendering images of EpCAM-stained mammary glands of Krt14-Eda embryos and their wild type (WT) littermates at E13.5 and E14.5. Mammary gland 2 is shown. Ectopic mammary rudiments (asterisk) common in Krt14-Eda embryos were excluded from the analysis. Scale bar, 20 µm. (**B, C**) Quantification of mammary gland volume (**B**) and branching tip number (**C**) at E13.5 (n_WT_ = 17, n_Krt14-Eda_=21) and at E14.5 (n_WT_ = 27 and n_Krt14-Eda_=22). (**D, E**) Quantification of the proportions of mammary epithelial cells in S/G2/M and G1/G0 phases in the entire epithelium (**D**) and the proportions of mammary epithelial cells in S/G2/M phase in basal and inner compartments (**E**) in WT or Krt14-Eda embryos at E13.5 (n_WT_ = 17 glands and in total 7714 cells from three embryos, n_Krt14-Eda_=21 glands and in total 15,561 cells from 4 embryos) and E14.5 (n_WT_ = 16 glands and in total 10,221 cells from 4 embryos, n_Krt14-Eda_=18 glands and in total 10,520 cells from 5 embryos). (**F**) Representative images showing the growth of E13.5 and E14.5 Krt14-Eda and wild type littermate epithelial mammary rudiments in 3D Matrigel culture. Note branching in E14.5 Krt14-Eda mammary rudiments. Scale bar, 500 µm. (**G**) Quantification of branching mammary rudiments in 3D culture. Data are presented as percentage of branching mammary rudiments (mean ± SD) from a total of 5 (E13.5 WT), 6 (E13.5 Krt14-Eda), 3 (E14.5 WT) and 3 (E14.5 Krt14-Eda) independent experiments (each with minimum 5 rudiments in culture). (**H**) Representative 3D surface rendering images of EpCAM-stained E15.5 and E16.5 epithelial mammary rudiments of *Eda^-/-^* and wild type embryos. Mammary gland 2 is shown. Scale bar, 50 µm. (**I, J**) Quantification of epithelial mammary gland volume (**I**) and number of branching tips (**J**), at E15.5 (n_WT_ = 17 and n_Eda-/-_ = 33) and at E16.5 (n_WT_ = 32 and n_Eda-/-_ = 68). (**K, L**) Quantification of the proportions of mammary epithelial cells in S/G2/M or G1/G0 phases (**K**) and the proportions of mammary epithelial cells in S/G2/M phase in basal and inner compartments (**L**) in WT or *Eda^-/-^* embryos at E15.5 (n_WT_ = 17 glands and in total 14,054 cells from 3 embryos, n_Eda-/-_ = 27 glands and in total 21,986 cells from 5 embryos) and E16.5 (n_WT_ = 34 glands and in total 72,279 cells from 3 embryos, n_Eda-/-_ = 64 glands and in total 76,844 cells from 3 embryos). (**M**) Representative images showing E15.5 and E16.5 *Eda^-/-^* and wild type epithelial mammary rudiments in 3D culture after 3 days. Scale bar, 200 µm. (**N**) Quantification of branching mammary rudiments in 3D culture. Data are presented as percentage of branching mammary rudiments from a total of 10 WT and 19 *Eda^-/-^* E16.5 embryos (each with 3–6 rudiments in culture). Data are presented as mean ± SD. The statistical significance was assessed using unpaired two-tailed Student’s *t*-test with Bonferroni correction, except Wilcoxon test with Bonferroni correction for (**C**, **G** and **J**). ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. Figure 3—source data 1.Source data of quantifications represented as graphs in Figure 3B–E, G1–L and N.

**Figure 3—figure supplement 1.**
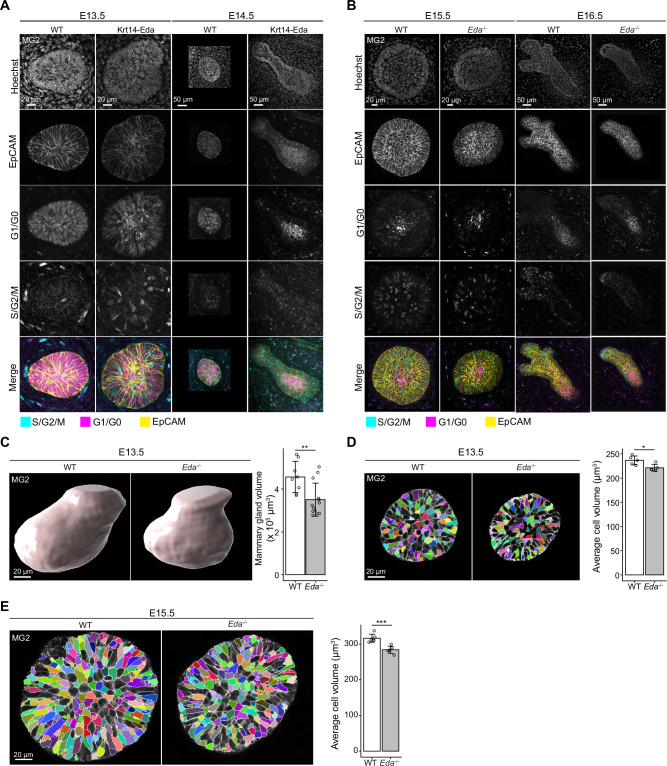
The cellular dynamics of mammary epithelium in *Eda* gain-of-function and loss-of-function mouse models. (**A**) Confocal optical sections of whole-mount mammary glands from E13.5 and E14.5 Krt14-Eda or WT littermate embryos expressing Fucci2a reporter stained with EpCAM. Scale bars, 20 µm (E13.5) and 50 µm (E14.5). (**B**) Confocal optical sections of whole-mount mammary glands from E15.5 and E16.5 WT or *Eda^-/-^* Fucci2a embryos stained with EpCAM. Scale bars, 20 µm (E15.5) or 50 µm (E16.5). (**C**) Representative 3D surface rendering images and bud volume quantification of EpCAM-stained mammary gland 2 from WT or *Eda^-/-^* embryos at E13.5 (n_WT_ = 8, n_Eda-/-_ = 13). Scale bars, 20 µm. (**D, E**) Representative optical sections showing the 3D segmentation and cellular volume quantification of epithelial cells of mammary gland 2 from WT or *Eda^-/-^* embryos at E13.5 (n_WT_ = 5 glands with total 3385 cells, n_Eda-/-_ = 5 glands with total 2369 cells) (**D**) and E15.5 (n_WT_ = 6 glands with total 11,151 cells, n_Eda-/-_ = 6 glands with total 7946 cells). (**E**). Scale bars, 20 µm. Data are presented as mean ± SD and the statistical significances were assessed using unpaired two-tailed Student’s *t*-test. *, p<0.05; **, p<0.01; ***, p<0.001. Figure 3—figure supplement 1—source data 1.Source data of quantifications represented as graphs in Figure 3—figure supplement 1C–E.

Further analysis of Fucci2a reporter expression in Krt14-Eda embryos at E13.5 and E14.5 revealed that the portion of S/G2/M cells was significantly higher in Krt14-Eda mice at both stages compared with wild type littermates (Figure 3D and Figure 3—figure supplement 1A). In addition, the basal cell-biased proliferation was evident already at E14.5 (but not yet at E13.5) in Krt14-Eda embryos (Figure 3E), similar to wild type mice at E15.5/E16.5 (Figure 2H). Since E14.5 Krt14-Eda mammary glands had similar characteristics to E16.5 wild type in terms of volume, elevated overall proliferation, and basal cell-biased proliferation, we next tested their ability to grow and branch in the mesenchyme-free 3D Matrigel culture. E14.5, but not E13.5, Krt14-Eda epithelia were able to branch, whereas epithelia isolated from wild type littermates expectedly failed to generate outgrowths (Figure 3F and G). We also analyzed Fucci2a reporter expression in *Eda*^-/-^ mice (Srivastava et al., 1997) at E15.5 and E16.5. As we previously reported (Voutilainen et al., 2012), loss of *Eda* led to smaller glands and branching was delayed with most mammary glands being unbranched at E16.5 (Figure 3H–J), overall proliferation being also reduced, in particular at E16.5 (Figure 3K and Figure 3—figure supplement 1B), which together with the smaller anlage already at E13.5 and the slightly diminished cell size (Figure 3—figure supplement 1C–E) likely explains the smaller size of the E15.5-E16.5 *Eda*^-/-^ mammary glands. However, the relative portion of S/G2/M cells in basal and inner cells (Figure 3L and Figure 3—figure supplement 1B) were similar between *Eda*^-/-^ and wild type controls at both stages.

Next, we evaluated the branching ability by performing mesenchyme-free 3D culture. While nearly all E16.5 control epithelia gave rise to branched outgrowths, as expected, about half of *Eda*^-/-^ epithelia failed to do so (Figure 3M and N). Collectively, these data indicate that initiation of the first branching events succeeds activation of proliferation, coordinated by the Eda signaling pathway, but is not its direct consequence.

### Salivary gland mesenchyme is rich in growth-promoting cues

Next, we shifted our focus to the regulation of the branching pattern, which is thought to be determined by mesenchymal cues (Kratochwil, 1969; Sakakura et al., 1976). To assess the influence of the mesenchyme, we performed heterotypic and heterochronic epithelial-mesenchymal recombination experiments between fluorescently labeled mammary and salivary gland tissues. Mammary epithelia and mesenchymes were isolated either at the quiescent bud stage (E13.5), or right after the bud had sprouted (E16.5); in addition to the primary mesenchyme, also mammary fat pad precursor tissue was micro-dissected from E16.5 embryos. Salivary gland tissues were isolated at E13.5, when the first branching events are evident and tissue separation is effortless. Homotypic recombinations were used as controls.

As previously reported (Kratochwil, 1969), E16.5 mammary ductal trees were far denser when cultured with salivary gland mesenchyme, and grew and branched at a faster rate than with any of the mammary mesenchymes tested (Figure 4A, top row). Of E13.5 mammary epithelia, majority (13 out of 18) did not survive in the salivary gland mesenchyme, and in the remaining ones, only traces of epithelial cells could be detected after 6 days of culture (Figure 4A, middle row). However, E13.5 mammary epithelia branched readily in combination with all mammary mesenchymes (Figure 4A, middle row), although their success rate was generally lower than that of E16.5 epithelia, as also previously reported (Kratochwil, 1969). In addition, we assessed the impact of mammary mesenchyme on salivary gland epithelium. Although the salivary gland epithelium usually survived, further growth and branching were minimal when cultured with any of the mammary mesenchymes, in stark contrast with homotypic control recombinants (Figure 4A, bottom row).

**Figure 4.**
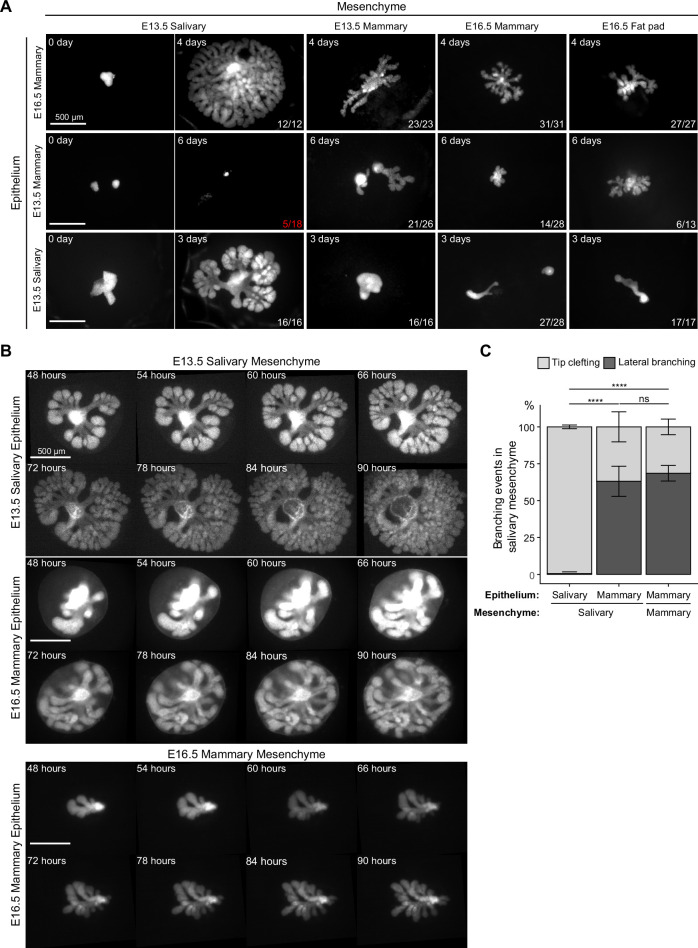
Mammary mesenchyme is indispensable for the branching ability of the mammary gland. Recombination experiments between micro-dissected mammary and salivary gland tissues using fluorescently labeled epithelia (see also Figure 1). (**A**) Representative images showing growth of the indicated epithelia recombined with distinct mesenchymes. Images were taken 0–6 days after culture as indicated in each figure. n in the lower right corner indicates growing recombinants out of those that survived, except for E13.5 mammary epithelium recombined with E13.5 salivary gland mesenchyme where it shows the number of survived recombinants/total recombinants (in red). In these recombinants, the epithelia never branched. Data were pooled from three to four independent experiments. Scale bars, 500 µm. (**B**) Captions of time-lapse live imaging series of explants consisting of E13.5 salivary epithelium or E16.5 mammary epithelium recombined with E13.5 salivary mesenchyme or E16.5 mammary mesenchyme. Images were captured every 2 hr starting 48 hr after recombination. The full video is provided as Figure 4—video 1. Scale bar, 500 µm. (**C**) Quantification of the branching events (lateral branching and tip clefting) from time-lapse videos. A pooled data from three independent experiments: in total of 239 branching events from 9 explants consisting of salivary epithelium and salivary mesenchyme, 159 branching events from 8 explants consisting of mammary epithelium and salivary gland mesenchyme and 40 branching events from 4 explants consisting of mammary epithelium and mammary gland mesenchyme were analyzed. Data are represented as mean ± SD and the statistical significance was assessed with unpaired two-tailed Student’s *t*-test with Bonferroni correction. p values: ns, non-significant; ****, p<0.0001. Figure 4—source data 1.Source data of quantifications represented as graphs in Figure 4C.

**Figure 4—figure supplement 1.**
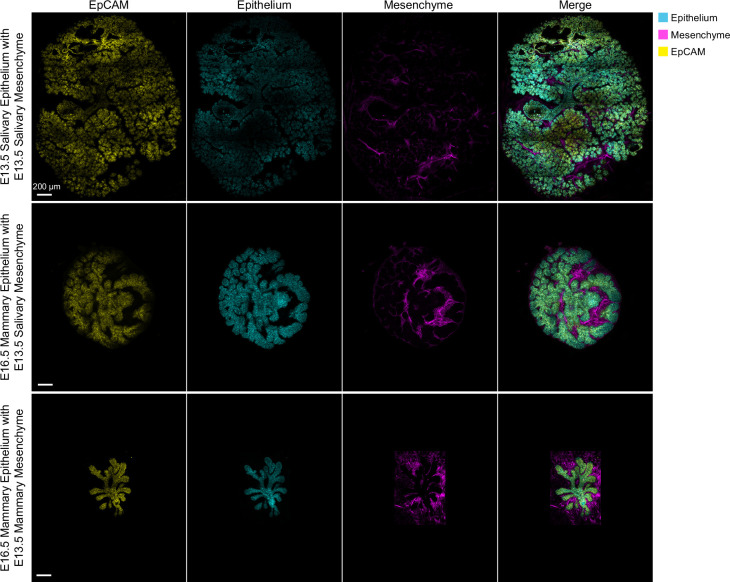
Quality control of tissue separation and recombination. Representative confocal optical sections of whole-mount imaged explants at the end of the experiment from Figure 4B. Epithelium and mesenchyme were always isolated from embryos ubiquitously expressing a different fluorescent protein (GFP or tdTomato). E13.5 salivary or E16.5 mammary epithelium (cyan) was recombined with E13.5 salivary or E13.5 mammary mesenchyme (magenta), cultured for 94 hr, fixed and whole-mount imaged with confocal microscopy: E13.5 salivary, or E16.5 mammary epithelia (cyan) recombined with E13.5 salivary or mammary mesenchyme (magenta) explants were stained with EpCAM to assess the purity of the epithelial compartment. Scale bars, 200 µm.

**Figure 4—video 1.** Time-lapse live imaging showing the growth of E13.5 salivary epithelium (left) and E16.5 mammary epithelium (middle) in E13.5 salivary mesenchyme and E16.5 mammary epithelium in E16.5 mammary mesenchyme (right). Images were captured every 2 hr starting 48 hr after recombination. Scale bar, 500 µm.

### Salivary gland mesenchyme does not alter the mode of branch point formation of the mammary epithelium

In principle, new branches can be generated by two different mechanisms: tip clefting/bifurcation or lateral (side) branching (Lang et al., 2021; Myllymäki and Mikkola, 2019). In the embryonic mammary gland, both events are common (Lindström et al., 2022) while the salivary gland branches by tip clefting only (Wang et al., 2017). Recent advances in imaging technologies have enabled time-lapse analysis of branching events in detail prompting us to perform live imaging of salivary and mammary epithelia recombined ex vivo with salivary gland mesenchyme (Figure 4B, Figure 4—video 1 and Figure 4—figure supplement 1). Images were captured at 2 hr intervals, and branching events were traced and quantified from the time-lapse videos. Nearly all salivary gland branching events occurred by tip clefting (Figure 4C), as expected. Surprisingly, over 60% of mammary branching events were generated by lateral branching in either salivary mesenchyme or mammary mesenchyme with similar incidence, the latter finding being consistent with our previous report of ex vivo cultured mammary glands that did not undergo tissue separation prior to culture (Lindström et al., 2022; Myllymäki et al., 2023). We conclude that although salivary gland mesenchyme boosts growth of the mammary epithelium, the mode of branching is an intrinsic property of the mammary epithelium that is not altered by the growth-promoting salivary gland mesenchyme environment.

### Transcriptomic profiling of mammary and salivary gland mesenchymes identifies potential growth regulators

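Mesenchyme, the connective tissue that surrounds the epithelium of a developing gland, was dissected from C57Bl/6JOlaHsd mouse embryos and profiled by RNA-Seq in 25 samples of 5 tissues. There were 5 samples of each tissue. From the mammary region came the mesenchyme around the bud at E13.5 (E13.5 MM), that around the sprout at E16.5 (E16.5 MM) and the precursor of the fat pad at E16.5 (E16.5 FP). The other tissues were the mesenchyme of the salivary gland at E13.5 (E13.5 SM) and that of ventral skin outside the mammary region at E13.5 (E13.5 VM). The epithelium was taken off after enzyme treatment, and each sample pooled the mesenchyme of 2 to 3 embryos of a single litter. The 5 samples of a tissue came from 3 litters, so some of them shared a litter, and which ones is not given in the sources used here. A p-value below therefore measures the spread between pools, and samples of a shared litter were treated as separate. According to the methods, embryos older than E13.5 were female. RNA was treated with DNase, made into libraries with the Ovation SoLo kit and sequenced on a NextSeq 500. The total counts per sample ran from 20678150 to 34448304 with a median of 26370369. The totals ran from 26078874 to 32887160 in E13.5 VM with a median of 27547096. They ran from 23635931 to 34448304 in E13.5 MM with a median of 27190783. In E16.5 MM the range was 21987024 to 26370369 with a median of 23231163, and in E16.5 FP it was 20678150 to 27444688 with a median of 25554784. In E13.5 SM it was 25209591 to 28019643 with a median of 26775777. The paper reports between 36.6 M and 53.4 M mapped reads per sample, and every value given here uses the total counts.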

To identify the mesenchymal cues governing the differential growth characteristics of mammary and salivary gland epithelia, we performed transcriptomic profiling of five distinct tissues: E13.5 mammary mesenchyme surrounding the quiescent bud (E13.5 MM), E16.5 mammary mesenchyme surrounding the mammary sprout (E16.5 MM), E16.5 Fat pad precursor tissue (E16.5 FP)*,* and E13.5 salivary gland mesenchyme (E13.5 SM) (Figure 5A). E13.5 non-mammary ventral skin mesenchyme (E13.5 VM) was also included to allow identification of mammary-specific transcriptomes. Five biological replicates for each tissue were sequenced.

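The deposited values are counts per gene that the authors estimated with Salmon 0.99.0 against the mouse assembly mm10, after quality trimming of the reads and removal of adaptor and ribosomal sequences. They are whole numbers as deposited. Of 35880 genes, 35505 have a symbol in the GENCODE M21 annotation of GRCm38, the assembly that mm10 stands for, and coordinates are given in that build. The counts were scaled with the TMM factors of edgeR to the mean library size, and a normalized count is a count so scaled, given as mean ± SD over the 5 samples of a tissue. The quasi-likelihood test of edgeR was fitted over all 25 samples to the 17657 genes that its expression filter kept, with 20 residual degrees of freedom and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p under 0.05, a log2 fold change of at least 0.58 in size and a mean normalized count above 50 in the higher tissue, after the thresholds of the paper. Lists of genes for pathways and cell types were tested with camera of limma at a preset correlation of 0.01, adjusted over 156 pairs of a list and a comparison. Of these pairs 82 passed the threshold, and 18 of the 82 did so with an estimated correlation too. In 100 splits of the same samples, 4, the real one included, gave 82 pairs or more, with up to 84. All lists but the paper's own list of negative Wnt regulators were fixed before the data were examined. Y-linked genes differed with the stage. Ddx3y, an RNA helicase gene of the Y chromosome, had 1850 ± 458 normalized counts in E13.5 VM, 3825 ± 1682 in E13.5 MM and 2436 ± 1719 in E13.5 SM (SD, n = 5 each). It had 2 counts in total in the 5 samples of E16.5 MM and 0 in those of E16.5 FP. Eif2s3y had 1419 ± 746 normalized counts in E13.5 MM and 3 and 5 counts in total in E16.5 MM and E16.5 FP. Uty and Kdm5d, whose reads could be shared with copies on the X chromosome, still had 2396 ± 1178 and 608 ± 188 normalized counts in E16.5 MM. Of 4 Y-linked genes tested, 3 were lower in E16.5 MM than in E13.5 MM and none was higher (4 lower adjusted over the list alone, camera adjusted p = 0.0144, or 0.29 with an estimated correlation). Comparisons between the stages therefore also compare pools that differ in Y-linked transcripts.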

**Figure 5.**
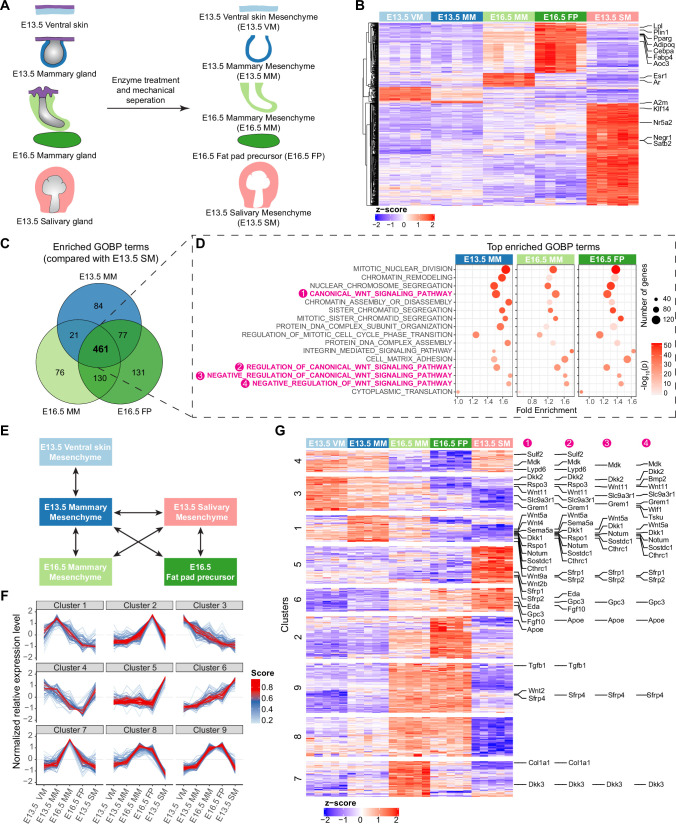
Transcriptomic analysis identifying mesenchymal signals potentially regulating epithelial growth. (**A**) A scheme illustrating the tissues isolated for RNA-Seq analysis. (**B**) Heatmap showing the expression of the identified marker genes (with a threshold of average of normalized expression value in each group ≥100, fold change ≥2 and adjusted p-value <0.05) in different mesenchymes using the z-score of log2-transformed normalized expression value (also see Supplementary file 1). (**C**) Venn diagram showing 461 enriched Gene Ontology Biological Process (GOBP) terms shared among E13.5 mammary mesenchyme (MM), E16.5 MM and E16.5 fat pad (FP) when compared to E13.5 salivary gland mesenchymes (SM) separately. (**D**) Top 10 (among the 461 shared terms) of the most significantly enriched GOBP terms in each comparison resulted in 16 distinct terms in total. Four out of 16 terms were related to Wnt signaling pathway (in magenta). (**E**) A scheme illustrating the pair-wise comparisons used to identify the genes with the potential to regulate epithelial growth. Altogether 644 genes encoding extracellular matrix proteins and ligands with average of normalized expression value in each group ≥200, fold change ≥1.5 and adjusted p-value <0.05 were identified. (**F**) mFuzz cluster analysis of the genes identified in (**E**) (also see Supplementary file 2). (**G**) Heatmap showing the expression of genes identified in (**E**) using the z-score of log2-transformed normalized expression value. The clusters were defined by mFuzz shown in (**F**). The genes within the Wnt related GOBP terms identified in (**D**) are indicated accordingly in the right.

**Figure 5—figure supplement 1.**
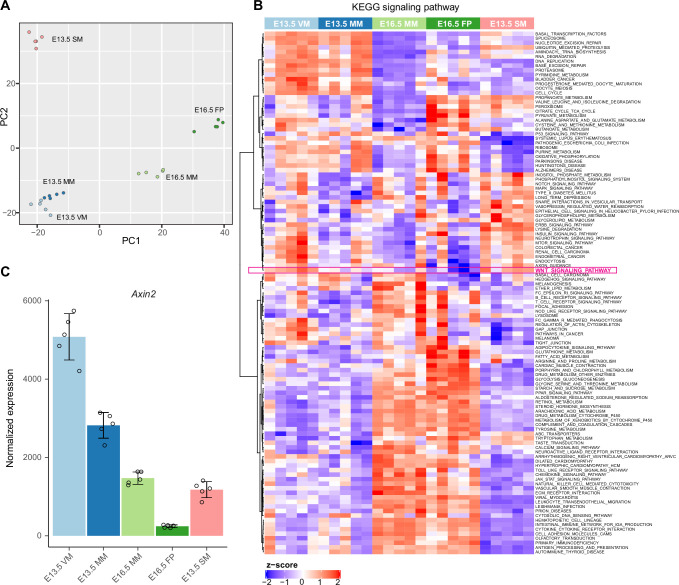
Transcriptomic profiling of different mesenchymes. (**A**) Scatter plot shows the principal component analysis of E13.5 ventral skin mesenchyme (VM), E13.5 mammary mesenchyme (MM), E16.5 MM, E16.5 fat pad (FP), and E13.5 salivary gland mesenchyme (SM). (**B**) Heatmap shows the significantly altered KEGG signaling pathways comparing E13.5 MM, E16.5 MM, or E16.5 FP with E13.5 SM separately. WNT_SIGNALING_PATHWAY (marked with Magenta) is low in E16.5 MM and E16.5 FP compared to other tissues. (**C**) Graphs representing mRNA expression of *Axin2* as measured by RNA-Seq. Data are presented as normalized expression values (mean ± SD). Each dot represents one biological replicate.

The principal component analysis revealed that each group of samples were distinct from each other, although the E13.5 MM and E13.5 VM group quite close together (Figure 5—figure supplement 1A). 

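On the first 2 principal components of the 500 most variable genes, which held 41% and 29.1% of the variance, the centroids of E13.5 VM and E13.5 MM lay 4.78 apart. The next nearest tissues, E16.5 MM and E16.5 FP, lay 30.5 apart, and the farthest, E16.5 FP and E13.5 SM, lay 102.7 apart. Of the samples of E13.5 VM and E13.5 MM, E13.5 MM replicate 3 lay farthest from its own centroid, at 8.71, and the next at 5.87. On these components the nearest neighbour of 22 of 25 samples was of the same tissue, and so was that of 7 of the 10 samples of E13.5 VM and E13.5 MM. Over the 500 genes it was 23 of 25 and 8 of the 10. Gene by gene the 2 tissues did differ, with 669 genes higher and 470 genes lower in E13.5 MM than in E13.5 VM, 1139 in all. A2m, which encodes the protease inhibitor alpha-2-macroglobulin and lies on chromosome 6 from 121635376 to 121679227, had 1444 ± 170.1 normalized counts in E13.5 MM and 26.0 ± 5.79 in E13.5 VM (SD, n = 5 each), a log2 fold change of 5.79 (standard error 0.259, edgeR adjusted p = 1.8e-13). Pitx1, which encodes a homeodomain transcription factor of the hindlimb and the jaw, had 22.8 ± 4.47 normalized counts in E13.5 MM and 475 ± 148 in E13.5 VM, a log2 fold change of -4.36 (standard error 0.220, edgeR adjusted p = 1.38e-12). The desmosomal cadherin gene Dsc2 had a log2 fold change of -4.57 (standard error 0.312, edgeR adjusted p = 1.49e-10). Of 32 Hox genes, which pattern the body axis, 9 were higher and 7 lower in E13.5 MM (9 and 8 adjusted over the list alone, camera adjusted p = 0.869). Hoxd11 had a log2 fold change of 6.52 (standard error 0.554, edgeR adjusted p = 3.36e-09). Hoxc10, which lies within the annotated span of Hoxc5 and may share reads with it, had a log2 fold change of -5.81 (standard error 0.603, edgeR adjusted p = 3.59e-07). Of 16 genes of the IGF pathway, 7 were higher in E13.5 MM and none was lower, also adjusted over the list alone (camera adjusted p = 4.62e-05, or 0.0293 with an estimated correlation). Igfbp6, which encodes a binding protein for IGFs, had a log2 fold change of 3.12 (standard error 0.206, edgeR adjusted p = 5.94e-11). Of 16 Wnt ligand and R-spondin genes, 5 were higher and 1 lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.00133, or 0.0551 with an estimated correlation). Among them Wnt2 had a log2 fold change of 2.06 (standard error 0.213, edgeR adjusted p = 7.81e-08). The broad and the canonical Wnt lists had the direction down in camera, past the threshold at the preset correlation only, and most members of each were not called. The antagonist list did not pass, with 5 of 24 genes higher and 3 lower (camera adjusted p = 0.468). Of 135 genes of the broad Wnt pathway, 8 were higher and 11 lower (camera adjusted p = 0.0067, or 0.363 with an estimated correlation). Of 17 genes of canonical Wnt feedback and targets, 3 were higher and 4 lower (camera adjusted p = 0.0355, or 0.363 with an estimated correlation).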

To investigate the differences between the samples and assess the quality of the data, we performed pairwise comparisons and identified 51, 10, 54, 195, and 393 signature genes preferentially expressed in only one of the five sample sets (Figure 5B and Supplementary file 1). Among them, *Esr1* and *Ar* encoding estrogen and androgen receptors, respectively, were markers of E16.5 MM, while E16.5 FP was rich with adipogenesis markers such as *Aoc3*, *Adipoq*, *Cebpa*, *Fabp4, Lpl, Plin1, and Pparg* (Menssen et al., 2011). 

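At a mean normalized count above 100 and a log2 fold change of at least 1 against each of the 4 other tissues, edgeR's test gave 73 marker genes of E13.5 VM, 34 of E13.5 MM, 88 of E16.5 MM, 331 of E16.5 FP and 594 of E13.5 SM. With a mean above 100 in every tissue, a setting chosen after the data were seen, the counts were 17, 3, 22, 72 and 244. Calb1, which encodes the calcium-binding protein calbindin, was a marker of E13.5 VM with 3455 ± 493 normalized counts, against 1312 ± 323 in E13.5 MM, the next highest tissue (SD, n = 5 each). Srd5a2, which encodes the steroid 5-alpha-reductase that makes dihydrotestosterone, was a marker of E13.5 MM with 1157 ± 109 normalized counts, against 566 ± 62.6 in E13.5 VM. Inhbb, which encodes the beta B subunit of activins and inhibins, was a marker of E16.5 MM with 1132 ± 322 normalized counts, against 188 ± 49.4 in E13.5 VM. Agt, which encodes angiotensinogen, was a marker of E16.5 FP with 3003 ± 931 normalized counts, against 1194 ± 355 in E16.5 MM. Barx1, a homeobox gene of the jaw and stomach mesenchyme, was a marker of E13.5 SM with 2529.6 ± 252 normalized counts and a mean of at most 5.46 ± 3.15 elsewhere. The markers also held genes of other cell types. Of 24 skeletal muscle genes, 19 were markers of E16.5 FP, among them Ckm, the creatine kinase gene of muscle, with 9579.8 ± 5502 normalized counts in E16.5 FP and 1017 ± 878 in E16.5 MM. The 24 muscle genes together took 15020 to 25570 CPM in replicates 1 to 4 of E16.5 FP and 2620 in replicate 5. Of 17 epithelial genes tested, 5 were markers of E16.5 MM, among them Krt14, a keratin gene of basal epithelium, with 549.8 ± 415 normalized counts in E16.5 MM and 40.6 ± 35.7 in E13.5 MM. So were 2 of 5 melanocyte genes, Dct and Pmel, of which the latter overlaps Dgka and Cdk2 on the other strand. Of 20 genes of peripheral neurons, 16 were markers of E13.5 SM. With a mean above 200 in place of 100, the markers of E13.5 MM came to 20.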

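Esr1, which encodes estrogen receptor alpha and lies on chromosome 10 from 4611593 to 5005614, had 3934 ± 1336 normalized counts in E16.5 MM, 772 ± 274 in E13.5 MM, 197 ± 22.5 in E13.5 VM, 157 ± 39.5 in E16.5 FP and 92.6 ± 14.0 in E13.5 SM (SD, n = 5 each). From E13.5 MM to E16.5 MM its log2 fold change was 2.35 (standard error 0.228, edgeR adjusted p = 1.54e-08). Of 21 genes of adipogenesis, 17 were higher and 1 was lower in E16.5 FP than in E13.5 MM, also adjusted over the list alone (camera adjusted p = 5.16e-11, or 0.0363 with an estimated correlation). Against E13.5 SM, 18 were higher and 2 lower, also adjusted over the list alone (camera adjusted p = 6.96e-07, or 0.0877 with an estimated correlation). Pparg, which encodes the nuclear receptor that drives adipocyte differentiation and lies on chromosome 6 from 115360951 to 115490399, had 3418 ± 399 normalized counts in E16.5 FP and 1089 ± 231 in E16.5 MM, and a log2 fold change against E13.5 MM of 5.52 (standard error 0.222, edgeR adjusted p = 6.97e-16). Fabp4, a fatty acid binding protein gene of adipocytes, had 17602 ± 5118 and 2403 ± 781, and a log2 fold change of 7.72 (standard error 0.331, edgeR adjusted p = 1.02e-14) in the same comparison. Cebpa, another transcription factor of adipocytes, had 2231 ± 498 and 558 ± 53.7, and a log2 fold change of 4.10 (standard error 0.187, edgeR adjusted p = 2.97e-15). Aoc3, an amine oxidase gene, had 2214 ± 394 and 895 ± 143, and a log2 fold change of 6.42 (standard error 0.195, edgeR adjusted p = 5.45e-18). Plin1, which encodes perilipin of the lipid droplet, had 1046 ± 533 and 96.9 ± 45.2, and a log2 fold change of 5.13 (standard error 0.429, edgeR adjusted p = 6.3e-10). Lpl, which encodes lipoprotein lipase, had 10894 ± 1383 in E16.5 FP and 4962 ± 396 in E13.5 SM, the next highest tissue, and a log2 fold change against E13.5 MM of 2.49 (standard error 0.275, edgeR adjusted p = 8.2e-08). Adipoq, which encodes adiponectin, had 2425 ± 1693 normalized counts in E16.5 FP and 74.1 ± 40.0 in E16.5 MM, 1 count in total in the 5 samples of E13.5 MM and 0 in those of E13.5 SM, so that E16.5 FP was at least 4042-fold higher than E13.5 SM, taking 3 counts over the 5 samples as the floor. Skeletal muscle genes were higher in the same samples, with 20 of 24 higher and 1 lower in E16.5 FP than in E13.5 MM, also adjusted over the list alone (camera adjusted p = 1.65e-07, or 0.364 with an estimated correlation).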

E13.5 SM-enriched genes *Nr5a2*, *Negr1*, *Klf14,* and *Satb2* have been identified as salivary mesenchyme markers by Sekiguchi et al., 2020 using single-cell RNA sequencing. These data indicate that our RNA-Seq data represent well the transcriptomes of the designated tissues.

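Nr5a2, which encodes a nuclear receptor and lies on chromosome 1 from 136842571 to 136960448, had 7469 ± 493 normalized counts in E13.5 SM and 389 ± 60.5 in E16.5 MM, the next highest tissue (SD, n = 5 each), and a log2 fold change of E13.5 SM against E13.5 MM of 4.67 (standard error 0.126, edgeR adjusted p = 6.62e-20). Negr1, a neuronal growth regulator gene on chromosome 3 from 156561794 to 157316445, had 2474 ± 219.9 in E13.5 SM and 627 ± 64.8 in E16.5 MM, the next highest, and a log2 fold change of 2.79 (standard error 0.247, edgeR adjusted p = 1.15e-09) in the same comparison. Klf14, a zinc finger gene on chromosome 6 from 30956023 to 30959078, had 1483 ± 152 in E13.5 SM and 638 ± 68.1 in E16.5 FP, the next highest, and a log2 fold change of 1.70 (standard error 0.0935, edgeR adjusted p = 5.2e-14). All 3 genes were markers of E13.5 SM by the rule on 4 comparisons. Of 20 transcription factor genes of the face and jaw, 14 were higher and 3 lower in E13.5 SM than in E13.5 MM, also adjusted over the list alone (camera adjusted p = 3.33e-06, or 0.0434 with an estimated correlation). Pitx1 had a log2 fold change of 7.44 (standard error 0.235, edgeR adjusted p = 3.22e-18) and Tbx22 one of 3.63 (standard error 0.237, edgeR adjusted p = 1.77e-12). Pax9, which overlaps Slc25a21 on the other strand, had one of 4.66 (standard error 0.290, edgeR adjusted p = 5.53e-13). Genes of neurons moved with E13.5 SM as well. Of 20 genes of peripheral ganglion neurons, 16 were higher and 2 lower in E13.5 SM than in E13.5 MM, also adjusted over the list alone (camera adjusted p = 2e-08, or 0.0293 with an estimated correlation). Vip, a neuropeptide gene, had a log2 fold change of 8.53 (standard error 0.566, edgeR adjusted p = 5.41e-12).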

To understand the functional disparity between salivary and mammary mesenchymes in promoting epithelial growth and branching, we performed a Gene Ontology (GO) enrichment analysis for differentially expressed genes (DEGs) in Biological Processes (BP; Figure 5C and D). 

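Against E13.5 SM, 5314 genes were differentially expressed in E13.5 MM, with 2556 higher and 2758 lower. In E16.5 MM there were 6203, with 3269 higher and 2934 lower, and in E16.5 FP there were 6982, with 3568 higher and 3414 lower, all by edgeR's test. The balance of directions turned in a fit of E13.5 MM and E13.5 SM alone, with 2758 higher and 2673 lower, and without the expression filter, with 3077 and 3145 in E16.5 MM and 3302 and 3710.0 in E16.5 FP. Hox genes, which pattern the trunk, were the list with the smallest p in each of the 3 comparisons. Of 32 tested, 25 were higher and none lower in E13.5 MM (camera adjusted p = 1.51e-24, or 5.63e-06 with an estimated correlation), also adjusted over the list alone. In E16.5 MM it was 22 and none (camera adjusted p = 3.37e-19, or 2.04e-05 with an estimated correlation) and in E16.5 FP 21 and none (camera adjusted p = 2.34e-17, or 3.07e-05 with an estimated correlation), also adjusted over the list alone. Hoxa10, Hoxa7 and Hoxc6 had 0 counts in the 5 samples of E13.5 SM and were at least 472-fold, 528-fold and 691-fold higher in E13.5 MM, taking 3 counts over the 5 samples as the floor, with Hoxc6 in the annotated span of Hoxc5. Genes of proliferation were higher as well, with 20 of 22 higher and none lower in E13.5 MM (camera adjusted p = 4.66e-12, or 0.111 with an estimated correlation), 14 and none in E16.5 MM (camera adjusted p = 1.5e-05, or 0.363 with an estimated correlation), and 17 and none in E16.5 FP (camera adjusted p = 4.91e-08, or 0.224 with an estimated correlation), also adjusted over the list alone. The cyclin A2 gene Ccna2, which overlaps Exosc9 on the other strand, had a log2 fold change in E13.5 MM of 1.60 (standard error 0.0825, edgeR adjusted p = 1.46e-14). Bub1, a mitotic checkpoint kinase gene, had one of 1.64 (standard error 0.0945, edgeR adjusted p = 1.26e-13). All 14 genes of macrophages and other leukocytes were higher in E13.5 MM (camera adjusted p = 9.29e-10, or 0.063 with an estimated correlation), in E16.5 MM (camera adjusted p = 1.47e-11, or 0.0481 with an estimated correlation) and in E16.5 FP (camera adjusted p = 2.5e-10, or 0.0551 with an estimated correlation), also adjusted over the list alone. Mrc1, the macrophage mannose receptor gene, had 4057 ± 231 normalized counts in E13.5 MM, 7846 ± 693 in E16.5 FP and 558 ± 110.1 in E13.5 SM (SD, n = 5 each). Of 8 mast cell genes, 7 were higher in E13.5 MM (camera adjusted p = 1.65e-07, or 0.072 with an estimated correlation) and 8 were higher in E16.5 MM (camera adjusted p = 6.42e-09, or 0.0511 with an estimated correlation) and in E16.5 FP (camera adjusted p = 3.37e-08, or 0.0556 with an estimated correlation), also adjusted over the list alone. The mast cell protease gene Cpa3 had 26848 ± 10890 normalized counts in E16.5 FP, 3984 ± 729 in E13.5 MM and 21.0 ± 5.90 in E13.5 SM. Of 12 endothelial genes, 7 were higher in E13.5 MM (camera adjusted p = 0.000542, or 0.251 with an estimated correlation), 11 in E16.5 MM (camera adjusted p = 4.01e-06, or 0.115 with an estimated correlation) and 11 in E16.5 FP (camera adjusted p = 3.34e-06, or 0.115 with an estimated correlation), and none was lower, also adjusted over the list alone. Of 16 genes of mammary mesenchyme identity, 9 were higher and 4 lower in E13.5 MM (camera adjusted p = 0.0054, or 0.137 with an estimated correlation), 11 and 2 in E16.5 MM (camera adjusted p = 0.000558, or 0.0745 with an estimated correlation), and 5 and 6 in E16.5 FP (camera adjusted p = 0.816), also adjusted over the list alone.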

In total, 461 GOBP terms were shared among E13.5 MM, E16.5 MM and E16.5 FP when compared to E13.5 SM. Among the 461 shared GOBP terms, the top 10 most significantly enriched terms in each pairwise comparison resulted into 16 unique GOBP terms. Strikingly, of these, four were Wnt pathway related terms: canonical Wnt signaling pathway, regulation of canonical Wnt signaling pathway, negative regulation of Wnt signaling pathway, and negative regulation of canonical Wnt signaling pathway (Figure 5D).

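The numbers of genes called higher and lower against E13.5 SM differed between the Wnt lists, but no test compared one list with another. Among the lists given here, only the canonical one in E13.5 MM passed with an estimated correlation. The enrichment of Gene Ontology terms was not repeated here. Of 17 genes of canonical Wnt feedback and targets, 13 were higher and 1 lower in E13.5 MM (camera adjusted p = 5.25e-08, or 0.0293 with an estimated correlation), 11 were higher and none lower in E16.5 MM (camera adjusted p = 3.56e-06, or 0.0511 with an estimated correlation), and 4 were higher and 5 lower in E16.5 FP (camera adjusted p = 0.966), also adjusted over the list alone. Nkd1, a feedback inhibitor that binds Dishevelled, had 3113 ± 175 normalized counts in E13.5 MM and 201 ± 52.4 in E13.5 SM (SD, n = 5 each), a log2 fold change of 3.95 (standard error 0.192, edgeR adjusted p = 1.67e-14). Lef1, which encodes a transcription factor of the pathway, had a log2 fold change in E13.5 MM of 3.00 (standard error 0.171, edgeR adjusted p = 1.61e-13) and in E16.5 FP of -1.22 (standard error 0.186, edgeR adjusted p = 2.87e-06). Tcf7, which encodes another, had one of 2.40 (standard error 0.230, edgeR adjusted p = 1.93e-09) in E13.5 MM. The receptor gene Lgr5 was the member that was lower in E13.5 MM, with a log2 fold change of -0.89 (standard error 0.187, edgeR adjusted p = 0.000232). Of 24 genes of secreted and membrane Wnt antagonists, 12 were higher and 5 lower in E13.5 MM (camera adjusted p = 0.00459, or 0.0852 with an estimated correlation), 11 and 3 in E16.5 MM (camera adjusted p = 0.0117, or 0.115 with an estimated correlation), and 5 and 2 in E16.5 FP (camera adjusted p = 0.277), also adjusted over the list alone. Apcdd1, a membrane inhibitor that is also a target of the pathway, had 17165 ± 1617 normalized counts in E13.5 MM and 176 ± 35.5 in E13.5 SM. The secreted inhibitor genes Sfrp1 and Sfrp2 were lower in E13.5 MM, with log2 fold changes of -1.46 (standard error 0.194, edgeR adjusted p = 6.82e-07) and -2.14 (standard error 0.236, edgeR adjusted p = 5.47e-08). Of 16 Wnt ligand and R-spondin genes, 5 were higher and 1 lower in E13.5 MM (camera adjusted p = 0.0128, or 0.115 with an estimated correlation), 4 and 2 in E16.5 MM (camera adjusted p = 0.0223, or 0.149 with an estimated correlation), and 4 and 3 in E16.5 FP (camera adjusted p = 0.71), also adjusted over the list alone. Rspo1, which encodes an enhancer of Wnt signaling, had a log2 fold change in E13.5 MM of 6.27 (standard error 0.203, edgeR adjusted p = 3.07e-18). Of 135 genes of the broad Wnt pathway, 26 were higher and 37 lower in E13.5 MM (camera adjusted p = 0.315), 24 and 34 in E16.5 MM (camera adjusted p = 0.222), and 25 and 47 in E16.5 FP (camera adjusted p = 0.0272, or 0.459 with an estimated correlation), also adjusted over the list alone. The antagonist, target and broad lists share members, so their counts are not separate evidence.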

To identify genes with the potential to regulate epithelial cell behaviors, we focused on DEGs encoding extracellular (secreted or membrane-bound) molecules (signaling molecules, signaling pathway inhibitors, extracellular matrix components) in biologically relevant pairwise comparisons (Figure 5E). 

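Within the mammary region, 3495 genes differed between E16.5 MM and E13.5 MM, with 2231 higher and 1264 lower at E16.5 by edgeR's test. Between E16.5 FP and E13.5 MM 4495 differed, with 2522 higher and 1973 lower in E16.5 FP. Without the expression filter the directions were nearly even in that comparison, with 2204 higher and 2196 lower. Mitochondrial genes took 2.66% to 4.17% of the counts in the 5 samples of E16.5 FP and at most 2.40% in each of the other 20. Genes of fibrillar collagens and connective tissue matrix were the list with the smallest p from E13.5 MM to E16.5 MM, with 23 of 25 higher and none lower, also adjusted over the list alone (camera adjusted p = 1.32e-14, or 0.0331 with an estimated correlation). Col1a1, which encodes a chain of type I collagen, had 28703 ± 6218 normalized counts in E13.5 MM and 131450 ± 13870 in E16.5 MM (SD, n = 5 each), a log2 fold change of 2.20 (standard error 0.238, edgeR adjusted p = 7.93e-08). The lysyl oxidase-like gene Loxl1, whose product crosslinks elastin and collagen, had a log2 fold change of 2.03 (standard error 0.150, edgeR adjusted p = 8.12e-11). The proteoglycan gene Dcn had one of 1.38 (standard error 0.166, edgeR adjusted p = 2.52e-07). In E16.5 FP against E13.5 MM, 9 matrix genes were higher and 2 lower, also adjusted over the list alone (camera adjusted p = 0.00467, or 0.404 with an estimated correlation). Epithelial genes were higher in the same E16.5 MM samples, with 11 of 17 higher and none lower than in E13.5 MM (12 and none adjusted over the list alone, camera adjusted p = 0.000318, or 0.294 with an estimated correlation). The cadherin gene Cdh1 had 118 ± 94.3 normalized counts in E16.5 MM and 15.9 ± 5.64 in E13.5 MM. Of 5 melanocyte genes, 3 were higher and none lower, also adjusted over the list alone (camera adjusted p = 0.0229, or 0.265 with an estimated correlation). Of 14 leukocyte genes, 13 were higher in E16.5 MM (camera adjusted p = 3.67e-08, or 0.0877 with an estimated correlation) and 13 in E16.5 FP (camera adjusted p = 1.8e-06, or 0.137 with an estimated correlation) than in E13.5 MM, and none was lower, also adjusted over the list alone. Of 8 mast cell genes, 7 were higher in E16.5 MM (camera adjusted p = 1.23e-07, or 0.069 with an estimated correlation) and 8 in E16.5 FP (camera adjusted p = 1.58e-06, or 0.0879 with an estimated correlation), and none was lower, also adjusted over the list alone. Of 12 endothelial genes, 2 were higher and 1 lower in E16.5 MM (camera adjusted p = 0.00518, or 0.363 with an estimated correlation), and 7 higher and none lower in E16.5 FP (camera adjusted p = 0.000677, or 0.263 with an estimated correlation), also adjusted over the list alone. Of 24 skeletal muscle genes, 14 were higher and 4 lower in E16.5 MM, also adjusted over the list alone (camera adjusted p = 0.00863, or 0.689 with an estimated correlation). Of 22 genes of proliferation, 6 were lower and none higher in E16.5 MM (camera adjusted p = 1.93e-08, or 0.204 with an estimated correlation), and none was called in E16.5 FP (camera adjusted p = 0.021, or 0.656 with an estimated correlation), also adjusted over the list alone. Supplementary file 2 lists the genes for extracellular proteins that passed the paper's filters on these samples, so counts over it are not independent evidence. All 644 of them were found in the count table, 625 were called in at least 1 of the 6 comparisons made here, and 621 of these had a mean above 200 in the highest tissue, while 349 had a mean above 200 in every tissue. Fuzzy c-means clustering of their standardized tissue means, with a fuzzifier of 2.113207 and 9 clusters as in the paper's methods, gave an adjusted Rand index of 0.737 against the clusters of Supplementary file 2.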

Exclusion of lowly expressed genes led to the identification of 644 candidate genes (Figure 5—figure supplement 1). mFuzz cluster analysis (Krull et al., 2019) suggested that those genes could be further classified into 9 clusters based on their expression pattern across all the samples (Figure 5F and Supplementary file 2). 

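Dkk2, Bmp2, Wnt11, Slc9a3r1, Grem1, Wif1, Tsku, Wnt5a, Dkk1, Notum, Sostdc1 and Cthrc1 were all higher in E13.5 MM than in E13.5 SM (camera adjusted p = 1.88e-08, or 0.00872 with an estimated correlation). The count adjusted over the list alone was also 12. The paper picked these 12 genes from these samples, so neither the counts nor the camera p-values of this list are independent evidence. In E16.5 MM 10 were higher and none lower (camera adjusted p = 3.66e-06, or 0.0293 with an estimated correlation), and in E16.5 FP 3 were higher and 1 was lower (camera adjusted p = 0.163). Grem1, which encodes an antagonist of BMPs and lies on chromosome 2 from 113746164 to 113758646, had 3685 ± 748 normalized counts in E13.5 MM and 26.8 ± 15.8 in E13.5 SM (SD, n = 5 each), a log2 fold change of 7.10 (standard error 0.347, edgeR adjusted p = 6.84e-14). Wif1, whose product binds Wnt proteins, had 750.1 ± 138 and 8.45 ± 9.53, a log2 fold change of 6.42 (standard error 0.529, edgeR adjusted p = 6.1e-10). Notum, whose product removes the lipid that Wnt proteins need, had 428 ± 62.2 and 3.40 ± 1.61, a log2 fold change of 6.93 (standard error 0.317, edgeR adjusted p = 1.55e-15). Dkk1, whose product blocks the LRP co-receptors, had 352 ± 112 normalized counts in E13.5 MM and 2 counts in total in the 5 samples of E13.5 SM, a ratio of 980.5 with a 95% counting interval from 271 to 8097. Wnt5a and Wnt11, themselves Wnt ligands, had log2 fold changes of 5.19 (standard error 0.210, edgeR adjusted p = 7.05e-16) and 2.72 (standard error 0.148, edgeR adjusted p = 5.36e-14). Sostdc1, a secreted inhibitor of Wnt and BMP signaling, had one of 4.09 (standard error 0.254, edgeR adjusted p = 1.25e-12). Dkk2 had one of 1.18 (standard error 0.181, edgeR adjusted p = 5.64e-06). Slc9a3r1, a scaffold protein gene, Cthrc1, a collagen triple helix repeat gene, Bmp2, a BMP ligand gene, and Tsku had smaller ones of 1.14, 1.08, 0.97 and 0.79. Tsku and Cthrc1 were the members not called in E16.5 MM, with log2 fold changes of 0.48 (standard error 0.0706, edgeR adjusted p = 1.85e-06) and 0.51 (standard error 0.230, edgeR adjusted p = 0.0555). In E16.5 FP, Wnt5a, Sostdc1 and Slc9a3r1 were higher than in E13.5 SM, with log2 fold changes of 2.43, 1.41 and 1.13, and Bmp2 was lower, with one of -1.71 (standard error 0.151, edgeR adjusted p = 2.57e-10). Notum and Dkk1 had means of 12.7 ± 4.24 and 8.87 ± 2.31 in E16.5 FP, under the count of 50 that a call needs.

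**Figure D1:**
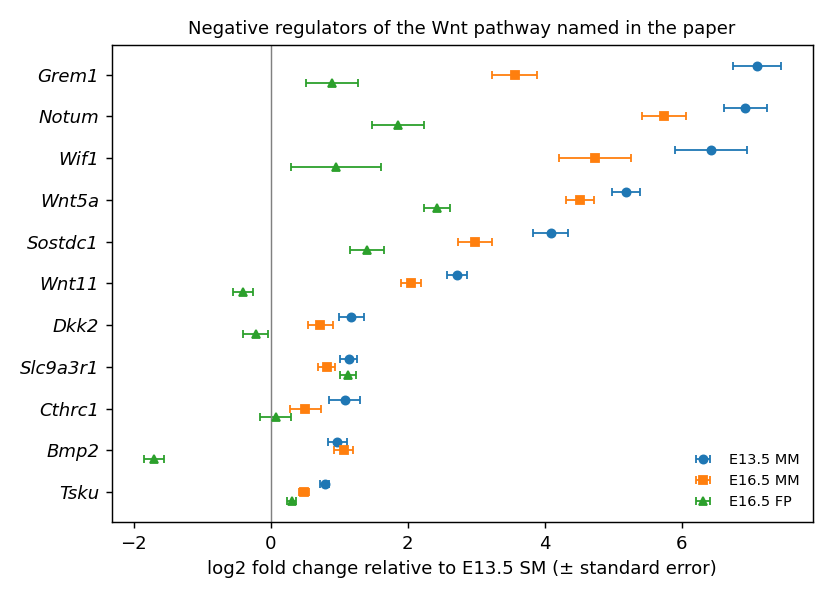
Log2 fold changes relative to E13.5 SM (x axis, with standard error bars) of 11 negative Wnt regulators named in the paper (y axis) in E13.5 MM (circles), E16.5 MM (squares) and E16.5 FP (triangles), Dkk1 being left out for its 2 counts in E13.5 SM. Every point of E13.5 MM lies above 0, and the points of E16.5 FP lie from -1.71 for Bmp2 to 2.43 for Wnt5a.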

Examination of the Wnt pathway related genes (as identified by GOBP enrichment analysis shown in Figure 5D) in these clusters revealed that altogether 12 out of 19 negative regulators of Wnt pathway were markers of clusters 1 and 3, including *Dkk2*, *Bmp2*, *Wnt11*, *Slc9a3r1*, *Grem1*, *Wif1*, *Tsku*, *Wnt5a*, *Dkk1*, *Notum*, *Sostdc1,* and *Cthrc1* (Figure 5G). Clusters 1 and 3 were characterized by genes displaying lower expression in E16.5 MM than E13.5 MM, and the lowest level in E13.5 SM (Figure 5F). 

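The paper's cluster 1 holds 55 genes and cluster 3 holds 71. In cluster 1 the mean of E16.5 MM was below that of E13.5 MM for 49 genes, 25 of them called lower by edgeR's test and none called higher, and E13.5 SM was the lowest tissue for 27. In cluster 3 the mean of E16.5 MM was below that of E13.5 MM for 56 genes, with 33 called lower and 4 called higher, and E13.5 SM was the lowest tissue for 42. E13.5 MM was called higher than E13.5 SM for 47 genes of cluster 1 and 59 of cluster 3. Among the 12 negative Wnt regulators of the 2 clusters, 7 were lower in E16.5 MM than in E13.5 MM and none was higher (camera adjusted p = 0.00238, or 0.0914 with an estimated correlation). The number was the same when adjusted over the list alone. The list was chosen on these samples, so neither its counts nor its camera p-values are independent evidence. Grem1 fell to 318 ± 109 normalized counts (SD, n = 5), a log2 fold change of -3.54 (standard error 0.276, edgeR adjusted p = 6.84e-10). Wif1 fell to 233 ± 153, a log2 fold change of -1.69 (standard error 0.382, edgeR adjusted p = 0.000943). Notum fell to 187 ± 83.9, one of -1.19 (standard error 0.215, edgeR adjusted p = 6.23e-05). Sostdc1 had a log2 fold change of -1.10 (standard error 0.218, edgeR adjusted p = 0.000204). Wnt5a had one of -0.67 (standard error 0.173, edgeR adjusted p = 0.00271) and Wnt11 one of -0.67 (standard error 0.138, edgeR adjusted p = 0.000273). Bmp2, with a log2 fold change of 0.10 (standard error 0.136, edgeR adjusted p = 0.582), and Tsku, with one of -0.31 (standard error 0.0701, edgeR adjusted p = 0.00084), were not called. From E13.5 MM to E16.5 FP 10 of the 12 were lower and none was higher (camera adjusted p = 3.67e-08, or 0.00926 with an estimated correlation).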

Our tissue recombination experiments (Figure 1B) suggest that such expression pattern might represent potential growth suppressors. In other words, low expression of these negative regulators in salivary gland mesenchyme might enhance epithelial growth and branching, and in turn their higher expression in mammary mesenchyme might inhibit growth.

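Postn, which encodes the matrix protein periostin and lies on chromosome 3 from 54361109 to 54391037, had 153390 ± 13290 normalized counts in E16.5 MM, 130930 ± 7166 in E16.5 FP and 19764 ± 4069 in E13.5 SM (SD, n = 5 each). Against E13.5 SM its log2 fold change was 2.96 (standard error 0.236, edgeR adjusted p = 1.13e-10) in E16.5 MM and 2.73 (standard error 0.234, edgeR adjusted p = 3.23e-10) in E16.5 FP. Ltbp1, which encodes a protein that binds latent TGF-beta, had log2 fold changes of 2.05 (standard error 0.153, edgeR adjusted p = 2.54e-11) in E13.5 MM, 2.31 (standard error 0.154, edgeR adjusted p = 2.34e-12) in E16.5 MM and 1.36 (standard error 0.150, edgeR adjusted p = 1.69e-08) in E16.5 FP. Its annotated span holds Gm6276 on the same strand. Hgf, which encodes hepatocyte growth factor and lies on chromosome 5 from 16553495 to 16620152, had 1249 ± 446 normalized counts in E16.5 FP, 847 ± 116 in E16.5 MM and 739 ± 96.1 in E13.5 SM. Its log2 fold change against E13.5 SM was 0.76 (standard error 0.190, edgeR adjusted p = 0.00114) in E16.5 FP and 0.20 (standard error 0.190, edgeR adjusted p = 0.364) in E16.5 MM, the latter not called. Tnc, which encodes the matrix protein tenascin C, had 11333 ± 2945 normalized counts in E16.5 MM and 9514 ± 2123 in E13.5 SM, a log2 fold change of 0.25 (standard error 0.217, edgeR adjusted p = 0.308), which was not called. Among the 88 genes of the paper's cluster 2, which holds Hgf, E16.5 FP had the highest mean for 86. Among the 74 genes of cluster 7, which holds Ltbp1 and Tnc, E16.5 MM had the highest mean for 73. For the 82 genes of cluster 8, E16.5 MM was highest for 56 and E16.5 FP for 21, and E13.5 SM was lowest for 81. Cluster 9, which holds Postn, has 103 genes, of which 70 were highest in E16.5 FP and 33 in E16.5 MM.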

Clusters 2, 7, 8, and 9 were defined by genes such as *Hgf*, *Ltbp1, Tnc, and Postn,* with highest expression levels in one or more mammary-derived mesenchymes, highlighting them as best candidates to possess mammary-specific functions, for example in regulation of sprouting or epithelial cell differentiation. On the other hand, the clusters 5 (e.g. *Adam10*, *Adamts1*, *Bmp1*, *Bmp7*) and 6 (e.g. *Fgf10*, *Igf1*, *Igf2,* and *Eda*) genes have highest expression levels in E13.5 SM, indicating a potential role as drivers of epithelial growth. This fits well with the known roles of Eda and Fgf10 in salivary and mammary gland development (Häärä et al., 2011; Lindström et al., 2022; Prochazkova et al., 2018; Rivetti et al., 2020; Voutilainen et al., 2012). 

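In the paper's cluster 5, E13.5 SM had the highest mean for 74 of 77 genes, and in cluster 6 for 41 of 49. E13.5 SM was called higher than E13.5 MM by edgeR's test for 66 genes of cluster 5 and 45 of cluster 6. Adamts1, which encodes a secreted protease and lies on chromosome 16 from 85793827 to 85803113, had 17124 ± 1254 normalized counts in E13.5 SM and 4334 ± 315 in E16.5 MM, the next highest tissue (SD, n = 5 each). Its log2 fold change of E13.5 SM against E13.5 MM was 2.90 (standard error 0.124, edgeR adjusted p = 4.57e-16). Bmp7, a BMP ligand gene on chromosome 2 from 172868012 to 172940321, had 2107 ± 185 in E13.5 SM and 409 ± 119.5 in E16.5 MM, and a log2 fold change of 2.59 (standard error 0.141, edgeR adjusted p = 4.66e-14) in the same comparison. Bmp1, which encodes a procollagen protease, had one of 0.85 (standard error 0.0770, edgeR adjusted p = 7.09e-10). Adam10, which encodes a membrane protease, had one of 1.08 (standard error 0.177, edgeR adjusted p = 1.33e-05). Fgf10, a ligand of FGFR2b on chromosome 13 from 118669791 to 118792115, had 4871 ± 598 normalized counts in E13.5 SM and 235 ± 26.5 in E13.5 MM, a log2 fold change of 4.38 (standard error 0.143, edgeR adjusted p = 2.25e-18). Igf2, a growth factor gene that overlaps Gm49394 on the same strand, had 53369 ± 7581 in E13.5 SM and 52114 ± 8864 in E16.5 FP. The log2 fold change of Igf2 in E13.5 SM was 0.03 (standard error 0.103, edgeR adjusted p = 0.775) against E16.5 FP and 0.31 (standard error 0.103, edgeR adjusted p = 0.0127) against E13.5 MM, neither of them called. In E13.5 SM against E13.5 MM, 9 of 34 genes of the BMP and TGF-beta pathway were higher and 11 lower (10 and 11 adjusted over the list alone, camera adjusted p = 0.692). Of 19 genes of the FGF pathway, 6 were higher and 4 lower, also adjusted over the list alone (camera adjusted p = 0.565).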

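In the paper's cluster 5, which has 77 genes, 16 were higher and 10 lower in E16.5 MM than in E13.5 MM, 4 were higher and 27 lower in E16.5 FP than in E13.5 MM, and 36 were called in neither comparison by edgeR's test. In cluster 6, which has 49 genes, 27 were higher and none lower in E16.5 MM, 32 were higher and none lower in E16.5 FP, and 12 were called in neither. E16.5 FP was the highest of the 3 mammary tissues for 31 genes of cluster 6 and 14 of cluster 5. Fgf10 of cluster 6 rose to 871 ± 102 normalized counts in E16.5 MM and 1392 ± 305 in E16.5 FP (SD, n = 5 each), with log2 fold changes against E13.5 MM of 1.89 (standard error 0.132, edgeR adjusted p = 2.06e-11) and 2.57 (standard error 0.134, edgeR adjusted p = 2.67e-14). Igf1 of cluster 6, which encodes insulin-like growth factor 1, had log2 fold changes of 1.16 (standard error 0.227, edgeR adjusted p = 0.000212) in E16.5 MM and 1.13 (standard error 0.227, edgeR adjusted p = 0.000209) in E16.5 FP. Adam10, which Supplementary file 2 places in cluster 6, had log2 fold changes of 0.42 (standard error 0.176, edgeR adjusted p = 0.0537) and 0.42 (standard error 0.176, edgeR adjusted p = 0.0512), under the size a call needs. Bmp7 of cluster 5 had log2 fold changes of 0.22 (standard error 0.137, edgeR adjusted p = 0.179) in E16.5 MM and -0.39 (standard error 0.139, edgeR adjusted p = 0.0194) in E16.5 FP, neither of them called. Adamts1 of cluster 5 had ones of 0.91 (standard error 0.117, edgeR adjusted p = 6.01e-07), called higher, and 0.36 (standard error 0.117, edgeR adjusted p = 0.0114), not called. Negr1 of cluster 5 had ones of 0.81 (standard error 0.237, edgeR adjusted p = 0.00689), called higher, and -0.18 (standard error 0.239, edgeR adjusted p = 0.543), not called.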

One distinction between cluster 5 and 6 genes is that in the mammary gland, cluster 5 genes show invariable expression levels across all mammary mesenchymes, whereas cluster 6 genes show highest expression level in the fat pad where branching occurs. This increases the likelihood that cluster 6, rather than cluster 5, genes might be physiologically important, paracrine growth regulators of the mammary epithelium.

### Wnt-activated mesenchyme promotes growth of the mammary epithelium

The transcriptomic analysis suggests that one significant difference between salivary and mammary mesenchymes is the Wnt pathway. Gene set variation analysis (GSVA) suggested that the Wnt signaling signature was higher in E13.5 SM compared to all mammary mesenchymes (Figure 5—figure supplement 1B), which is consistent with the high expression of Wnt inhibitors in the mammary mesenchyme. 

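The Wnt scores depended on the genes scored. Over the 135 genes of the broad Wnt pathway, written for this comparison because the KEGG set was not used here, the mean GSVA score was 0.199 ± 0.068 in E13.5 SM, -0.062 ± 0.078 in E13.5 MM, -0.098 ± 0.147 in E16.5 MM and -0.241 ± 0.142 in E16.5 FP (SD, n = 5 each). In E13.5 VM it was 0.204 ± 0.114. E13.5 SM was higher than E13.5 MM by 0.261 (exact permutation p = 0.00794, adjusted p = 0.0119), than E16.5 MM by 0.297 (exact permutation p = 0.0159, adjusted p = 0.0159) and than E16.5 FP by 0.44 (exact permutation p = 0.00794, adjusted p = 0.0119). The value of 0.00794 is the smallest two-sided p that 5 samples against 5 allow. With camera the same 135 genes did not pass for E13.5 MM against E13.5 SM (camera adjusted p = 0.315). Nor did they for E16.5 MM (camera adjusted p = 0.222). For E16.5 FP they passed at the preset correlation only (camera adjusted p = 0.0272, or 0.459 with an estimated correlation). Over the 17 genes of canonical Wnt feedback and targets, such as Axin2, Nkd1 and Lef1, the order differed. That score was 0.644 ± 0.045 in E13.5 VM, 0.522 ± 0.046 in E13.5 MM, 0.328 ± 0.272 in E16.5 MM, -0.508 ± 0.073 in E16.5 FP and -0.452 ± 0.13 in E13.5 SM. E13.5 SM minus E13.5 MM was -0.974 and E13.5 SM minus E16.5 MM was -0.78 (exact permutation p = 0.00794 and adjusted p = 0.0119 for both). E13.5 SM minus E16.5 FP was 0.057 (exact permutation p = 0.421, adjusted p = 0.421). For the 24 secreted and membrane Wnt antagonists the score was 0.352 ± 0.112 in E13.5 MM, 0.028 ± 0.158 in E16.5 MM, -0.303 ± 0.134 in E16.5 FP and -0.371 ± 0.108 in E13.5 SM. E13.5 SM minus E13.5 MM was -0.723 and E13.5 SM minus E16.5 MM was -0.399 (exact permutation p = 0.00794 for both), and E13.5 SM minus E16.5 FP was -0.069 (exact permutation p = 0.413). With the trend of expression over gene length removed from each sample, the broad difference to E13.5 MM was 0.09 (exact permutation p = 0.0397). From its transcriptomic analysis, in which it names enriched terms, the score of its own set and Wnt inhibitors in the mammary mesenchyme, the paper proposes the Wnt pathway as one difference between the salivary gland and mammary mesenchymes.

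**Figure D2:**
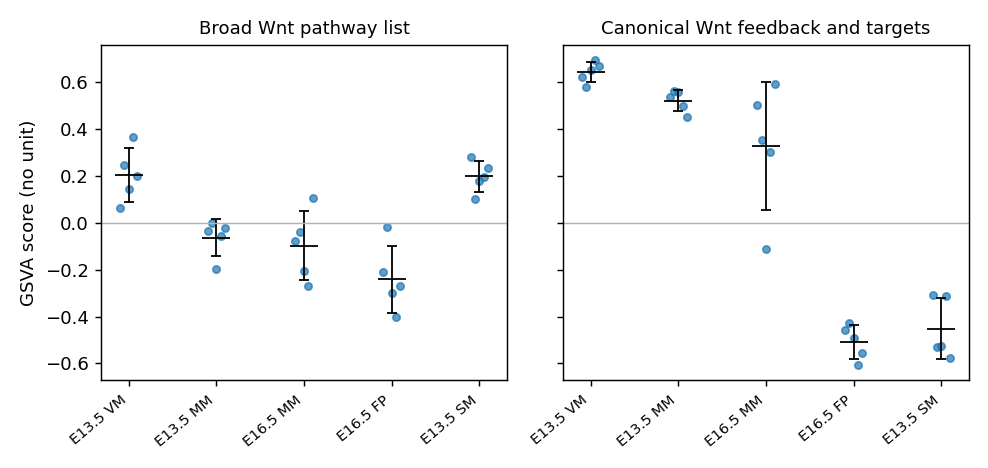
GSVA scores (y axis, no unit) of the 5 samples of each tissue (x axis) over the broad Wnt pathway list (left) and the list of canonical Wnt feedback and target genes (right), with the mean and the SD as bars. In the left panel the mean of E13.5 SM lies near that of E13.5 VM and above those of the 3 mammary tissues, and in the right panel it lies near that of E16.5 FP and below the others, with 1 sample of E16.5 MM apart from the other 4.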

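Axin2 is a negative feedback gene of canonical Wnt signaling and lies on chromosome 11 from 108920349 to 108950783. Its normalized count was 1149 ± 197 in E13.5 SM and 232 ± 24.1 in E16.5 FP (SD, n = 5 each), a log2 fold change of 2.31 (standard error 0.114, edgeR adjusted p = 3.87e-15). In the other tissues it was higher than in E13.5 SM, with 1503 ± 200.2 in E16.5 MM, 2922 ± 219.7 in E13.5 MM and 5286 ± 564 in E13.5 VM. The log2 fold change of E13.5 SM was -0.39 (standard error 0.105, edgeR adjusted p = 0.00233) against E16.5 MM, smaller than the 0.58 that a call needs, and -1.35 (standard error 0.106, edgeR adjusted p = 5.32e-11) against E13.5 MM. Nkd2, another feedback gene of the pathway, had 440.1 ± 62.1 in E13.5 SM and 141 ± 41.5 in E16.5 FP, a log2 fold change of 1.64 (standard error 0.150, edgeR adjusted p = 5.09e-10). Lgr5, a receptor gene that the pathway induces, had one of 2.80 (standard error 0.203, edgeR adjusted p = 1.35e-11) in that comparison. Apcdd1, a target whose product inhibits the pathway, had one of -2.00 (standard error 0.150, edgeR adjusted p = 1.4e-11).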

In the RNA-Seq dataset, *Axin2* mRNA level, often used as a readout of canonical Wnt activity, were significantly higher in the salivary gland mesenchyme compared to the E16.5 fat pad where mammary branching takes place (Figure 5—figure supplement 1C). Expression of the TCF/LEF:H2B-GFP Wnt reporter (Ferrer-Vaquer et al., 2010) was also higher in E13.5 salivary gland mesenchyme compared to the E16.5 mammary mesenchyme (Figure 6A and B). Moreover, we have previously shown that suppression of mesenchymal Wnt activity in developing salivary glands compromises growth of the salivary gland (Häärä et al., 2011). Together, these findings prompted us to ask whether low levels of mesenchymal Wnt activity could limit the growth of the mammary epithelium. To answer this question experimentally, we aimed to activate Wnt signaling by stabilizing β-catenin (encoded by *Ctnnb1*) in the mesenchyme by crossing *Twist2*^Cre+/-^ mice with those harboring exon3 –floxed *Ctnnb1* (*Ctnnb1^lox(ex3)/lox(ex3)^* mouse) (Harada et al., 1999). However, this led to embryonic lethality already at E12.5, in line with previous reports (Tran et al., 2010). Therefore, we chose the tissue recombination approach where E13.5 wild type mammary buds were recombined with E13.5 mammary mesenchyme dissected either from control (*Ctnnb1^+/+^*) or *Ctnnb1^lox(ex3)/+^* embryos, followed by adeno-associated virus (AAV8) –mediated gene transduction as a means to deliver Cre recombinase (Lan and Mikkola, 2020; Figure 6C). As a result, Wnt signaling was activated in the mesenchymal cells only. Quantification of tissue recombinants transduced with AAV8-Cre revealed that wild type mammary epithelia cultured on mammary mesenchyme from *Ctnnb1^lox(ex3)/+^* embryos had significantly more ductal tips than those cultured on control mammary mesenchyme (Figure 6D and E). These data indicate that low level of mesenchymal Wnt signaling activity limits expansion and branching of the mammary epithelium.

**Figure 6.**
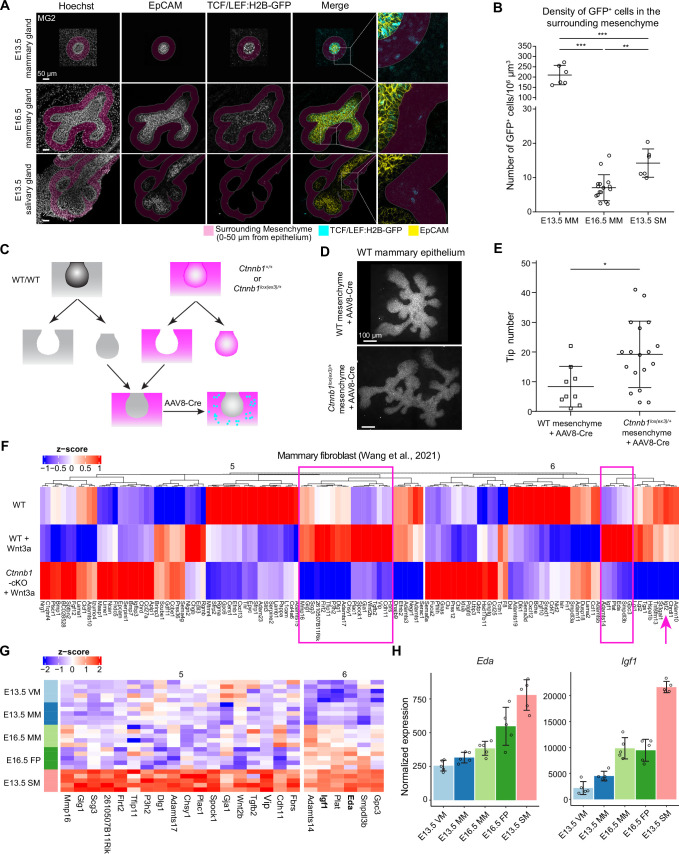
Wnt-activated mesenchyme promotes growth of the mammary epithelium. (**A**) Confocal optical sections of whole mount EpCAM-stained tissues expressing TCF/LEF:H2B-GFP Wnt reporter from E13.5 and E16.5 mammary glands and E13.5 salivary glands. The mesenchyme within 0–50 µm distance from epithelia in 3D was labeled as magenta. Scale bars, 50 µm. (**B**) Quantification of the density of mesenchymal Wnt reporter-expressing (GFP^+^) cells within 0–50 µm distance from the epithelium. Altogether, 6 and 16 mammary gland 2 from three E13.5 embryos and eight E16.5 embryos, respectively, and 6 salivary glands from three E13.5 embryos were analyzed. Data are presented as mean ± SD. Statistical significance was assessed using unpaired two-tailed Student’s *t*-test with Bonferroni correction. **, p<0.01; ***, p<0.001. (**C**) A scheme illustrating the experimental design for mesenchymal activation of Wnt/ß-catenin signaling activity. (**D**) Representative images showing EpCAM stained wild type mammary epithelia after 6 days culture in wild type or *Ctnnb1^lox(ex3)/+^* mesenchyme infected with AAV8-Cre virus during the first 48 hr. (**E**) Quantification of the number of branching tips of wild type mammary epithelia recombined with wild type or *Ctnnb1^lox(ex3)/+^* mesenchyme after 6 days of culture. Data are presented as mean ± SD (n=9 and 18 for WT and *Ctnnb1^lox(ex3)/+^* mesenchyme, respectively) and represented from three independent experiments. Statistical significance was assessed using unpaired two-tailed Student’s *t*-test. *, p<0.05. (**F**) Unsupervised cluster of heatmap showing the expression of cluster 5 and 6 genes identified by mFuzz analysis (see Figure 5F) in a published dataset (Wang et al., 2021) that compared gene expression levels in wild type and *β-catenin* deficient mammary fibroblasts cultured with or without Wnt3a protein. Data are shown as z-score of log2-transformed normalized expression values. Two subsets of potential mesenchymal Wnt target genes identified are marked (box in magenta). In addition, *Igf2* is highlighted with an arrow. (**G**) Heatmap showing the expression of the candidate genes from (**F**) in different mesenchymes of the RNA-Seq data. Data are shown as z-score of log2-transformed normalized expression values. (**H**) Graphs representing mRNA expression of *Eda* and *Igf1* as measured by RNA-Seq. Data are presented as normalized expression values (mean ± SD). Each dot represents one biological replicate. Figure 6—source data 1.Source data of quantifications represented as graphs in Figure 6B, E and H.

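Eda, which encodes the TNF family ligand ectodysplasin and lies on chromosome X from 99975606 to 100400762, had 806 ± 72.8 normalized counts in E13.5 SM, 536 ± 118 in E16.5 FP, 359 ± 26.8 in E13.5 MM, 347 ± 16.0 in E16.5 MM and 247 ± 27.8 in E13.5 VM (SD, n = 5 each). Its log2 fold change of E13.5 SM against E13.5 MM was 1.17 (standard error 0.115, edgeR adjusted p = 2.88e-09) and against E16.5 MM 1.22 (standard error 0.115, edgeR adjusted p = 1.23e-09). Igf1, which lies on chromosome 10 from 87858265 to 87937042, had 23571 ± 1580 normalized counts in E13.5 SM, 10033 ± 1996 in E16.5 MM, 9822 ± 2441 in E16.5 FP, 4499.5 ± 729 in E13.5 MM and 1912 ± 994 in E13.5 VM. Its log2 fold change of E13.5 SM against E13.5 MM was 2.39 (standard error 0.236, edgeR adjusted p = 7.95e-09) and against E16.5 MM 1.23 (standard error 0.227, edgeR adjusted p = 5.44e-05). The annotated span of Eda holds Gm14828 and Gm14829 on the same strand, and the 3 may share reads.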

**Figure 6—figure supplement 1.**
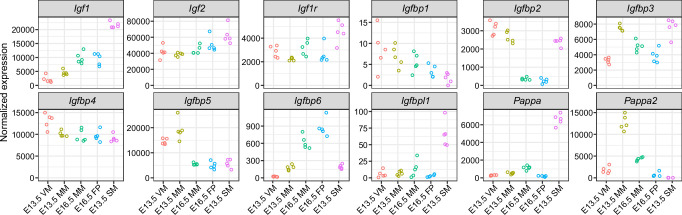
Expression of IGF pathway genes in the mesenchymal tissues. Graphs show mRNA expression of the indicated genes by RNA-Seq in E13.5 ventral, non-mammary skin mesenchyme (VM), E13.5 mammary mesenchyme (MM), E16.5 MM, E16.5 fat pad precursor (FP), and E13.5 salivary gland mesenchyme (SM). Each dot represents one biological replicate.

Next, we asked which paracrine factors could regulate epithelial growth downstream of mesenchymal Wnt signaling. First, we explored a publicly available RNA-Seq dataset (Wang et al., 2021; Figure 6F) which compared gene expression levels in wild type and β-catenin deficient mammary fibroblasts cultured with or without Wnt3a protein, and narrowed our analysis on cluster 5 and 6 genes identified in the mFuzz analysis (Figure 5F and Supplementary file 2). These genes displayed opposite expression patterns to genes in clusters 1 and 3, and hence were expected to positively regulate epithelial growth (Figure 5F and G). The analysis revealed that the expression of most of the cluster 5 and 6 genes was altered in mammary fibroblasts upon manipulation of Wnt signaling activity (Figure 6F). Focusing on genes upregulated by Wnt3a in wild type, but not in β-catenin deficient fibroblast led to the identification of 18 and 5 candidate genes in clusters 5 and 6, respectively, *Eda* and *Igf1* being amongst them, while *Igf2* was somewhat decreased by the Wnt treatment (Figure 6F–H). We have previously identified *Eda* as a gene downstream of Wnt pathway in the salivary gland mesenchyme (Häärä et al., 2011), validating our analysis pipeline.

### IGF-1R is required for embryonic mammary gland development and branching morphogenesis

IGF-1 is well known for its role in growth control and, similar to other tissues, it functions as an important local mediator of the growth hormone in pubertal mammary glands (Kleinberg and Ruan, 2008; Richards et al., 2004; Wood et al., 2000). However, the role of the IGF-1 pathway in embryonic mammary gland development has not been explored, apart from one study reporting the smaller size of the E14 mammary bud in IGF-1R-deficient embryos (Heckman et al., 2007). Analyses of the known secreted components of the IGF pathway revealed that many of them were differentially expressed between salivary and mammary gland mesenchymes (Figure 6—figure supplement 1), the most striking being *Igf1* and pregnancy-associated plasma protein-A (*Pappa*), a zinc metalloproteinase that promotes IGF-1 signaling through cleavage of the inhibitory Igf-binding proteins (IGFBPs) (Conover and Oxvig, 2018). 

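Of 16 genes of the IGF pathway, 4 were higher and 6 lower in E13.5 MM than in E13.5 SM (camera adjusted p = 0.621), 5 and 7 in E16.5 MM (camera adjusted p = 0.881), and 4 and 7 in E16.5 FP (camera adjusted p = 0.623), also adjusted over the list alone. The genes went both ways, and the list as a whole passed the test in none of the 3 comparisons. Among the genes higher in E13.5 MM, Pappa2, a paralog of Pappa whose product cleaves IGF binding proteins too and which lies on chromosome 1 from 158711727 to 158980490, had 11784 ± 1453 normalized counts in E13.5 MM, 3900.3 ± 256 in E16.5 MM, 744 ± 347 in E16.5 FP and 15.1 ± 3.35 in E13.5 SM (SD, n = 5 each). Its log2 fold change in E13.5 MM was 9.60 (standard error 0.369, edgeR adjusted p = 1e-15). Igfbp5, which encodes a binding protein and substrate of both proteases, had 19377 ± 4154 in E13.5 MM and 5696 ± 1690 in E13.5 SM, a log2 fold change of 1.77 (standard error 0.192, edgeR adjusted p = 2.9e-08). Igfbp2 had log2 fold changes of 0.10 (standard error 0.242, edgeR adjusted p = 0.74) in E13.5 MM, not called, and -3.34 (standard error 0.272, edgeR adjusted p = 2.66e-10) in E16.5 FP. Igfbp7, which overlaps Polr2b on the other strand, had log2 fold changes of -2.02 (standard error 0.153, edgeR adjusted p = 2.98e-11) in E13.5 MM and 1.23 (standard error 0.145, edgeR adjusted p = 5.96e-08) in E16.5 MM. Igfbpl1 was lower in E13.5 MM, with 5.29 ± 1.21 normalized counts against 70.8 ± 14.2 in E13.5 SM and a log2 fold change of -3.72 (standard error 0.553, edgeR adjusted p = 2.44e-06).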

*Pappa* was also identified as a cluster 5 gene in the mFuzz analysis (Figure 5—figure supplement 1). 

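Pappa lies on chromosome 4 from 65124174 to 65357509. Its normalized count was 6638 ± 624 in E13.5 SM, 1133 ± 227 in E16.5 MM, 519.8 ± 109 in E13.5 MM, 288 ± 40.8 in E13.5 VM and 176 ± 58.0 in E16.5 FP (SD, n = 5 each). Supplementary file 2 gives it to cluster 5 with a membership of 0.883, where it shares the highest level in E13.5 SM with genes such as Adamts1 and Bmp7. Within the mammary region its log2 fold change against E13.5 MM was 1.13 (standard error 0.184, edgeR adjusted p = 2.32e-05) in E16.5 MM and -1.55 (standard error 0.196, edgeR adjusted p = 3.78e-07) in E16.5 FP.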

To functionally test the effect of IGF-1 on embryonic mammary gland growth, we performed ex vivo culture of E16.5 mammary glands and treated the explants for 3 days with moderate levels of recombinant IGF-1 or vehicle (Figure 7A). Quantification of branch tip number showed that IGF-1 significantly increased expansion of the mammary epithelium (Figure 7B).

**Figure 7.**
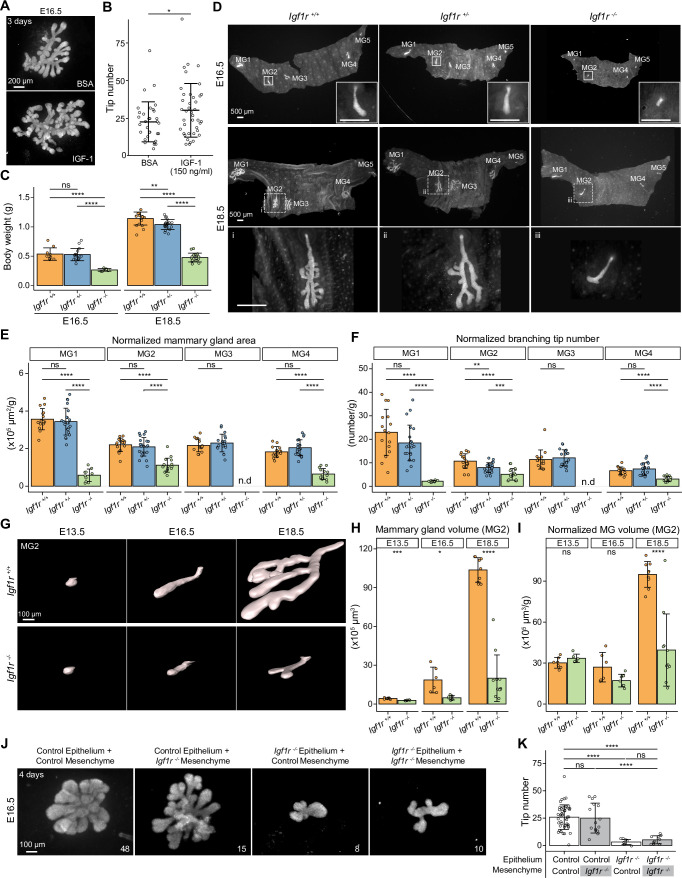
IGF-1R is required for embryonic mammary gland development and branching morphogenesis. (**A**) Representative images of E16.5 Krt14-Cre;Rosa26^mTmG/+^ mammary glands cultured ex vivo for three days in the presence of 150 ng/ml recombinant IGF-1 or vehicle (BSA). Scale bar, 200 µm. (**B**) Quantification of the number of branching tips in vehicle (n=33) and IGF-1 treated (n=40) mammary gland explants. Data are pooled from five independent experiments and presented as mean ± SD. (**C**) Body weight of *Igf1r ^+/+^*, *Igf1r ^+/-^*and *Igf1r ^-/-^* embryos at E16.5 (n*_Igf1r+/+_*=10, n*_Igf1r+/-_*=16, n*_Igf1r-/-_*=7), and E18.5 (n*_Igf1r+/+_*=20, n*_Igf1r+/-_*=20, n*_Igf1r-/-_*=17). (**D**) Representative images of EpCAM-stained ventral skin including mammary glands (MG) 1–5 from *Igf1r ^+/+^*, *Igf1r ^+/-^* and *Igf1r ^-/-^* female embryos at E16.5, and E18.5. Note absence of MG3 in *Igf1r ^-/-^* embryos. Magnifications show mammary gland 2. Scale bars, 500 µm. (**E, F**) Quantification of mammary gland area (**E**) and number of branch tips (**F**) normalized to body weight in *Igf1r ^+/+^*, *Igf1r ^+/-^* and *Igf1r ^-/-^* embryos at E18.5. MG5 was often lost during dissection and therefore was not included in the analysis. n.d, not detected. (**G**) Representative 3D surface rendering images of EpCAM-stained mammary gland 2 from *Igf1r ^+/+^* and *Igf1r ^-/-^* embryos at E13.5 (n*_Igf1r+/+_*=7, n*_Igf1r-/-_*=6), E16.5 (n*_Igf1r+/+_*=6, n*_Igf1r-/-_*=7), and E18.5 (n*_Igf1r+/+_*=9, n*_Igf1r-/-_*=11), based on 3D confocal imaging. Scale bar, 100 µm. (**H–I**), Quantification of epithelial mammary gland volume (**H**) and volume normalized with body weight (**I**). Data are presented as mean ± SD. (**J, K**) Representative images (**J**) showing the growth of E16.5 mammary epithelia isolated from control (*Igf1r ^+/+^* or *Igf1r ^+/-^*) or *Igf1r ^-/-^* embryos recombined with E16.5 mammary mesenchyme from control or *Igf1r ^-/-^* embryos, as indicated in each figure. Explants were cultured for 4 days and the epithelium visualized with EpCAM staining. Quantifications are shown in (**K**). Scale bar, 100 µm. Data are pooled from 6 independent experiments and presented as mean ± SD. n is indicated in the right corner of each image in (**J**). Statistical significances were assessed using unpaired two-tailed Student’s *t*-test for (**A**) or unpaired two-tailed Student’s *t*-test with Bonferroni correction for (**C, E, F, H, I** and **K**). ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. Figure 7—source data 1.Source data of quantifications represented as graphs in Figure 7B, C, E, F, H, I and K.

**Figure 7—figure supplement 1.**
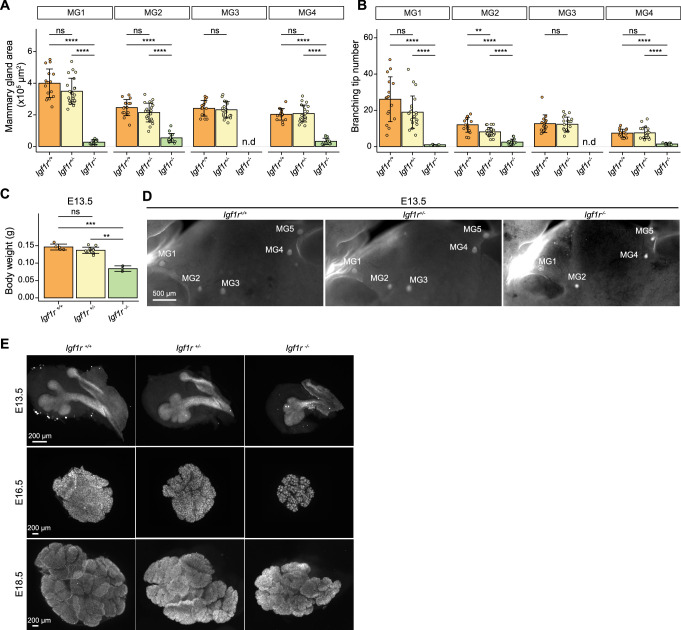
Impact of *Igf1r* deficiency on mammary gland and salivary gland growth and branching. (**A, B**) Quantification of mammary gland area (**A**) and tip number (**B**) of E18.5 *Igf1r ^+/+^*, *Igf1r ^+/-^* and *Igf1r ^-/-^* female embryos. Samples are the same as in Figure 7E and F. Data are presented as mean ± SD. (**C**) Body weight of *Igf1r ^+/+^*, *Igf1r ^+/-^*, and *Igf1r ^-/-^* embryos at E13.5 (n*_Igf1r+/+_*=5, n*_Igf1r+/-_*=13; n*_Igf1r-/-_*=3). Data are presented as mean ± SD. (**D**) Representative images of EpCAM-stained E13.5 embryos showing mammary glands (MG) 1–5 from *Igf1r ^+/+^*, *Igf1r ^+/-^*and *Igf1r ^-/-^* embryos. Scale bar, 500 µm. (**E**) Representative images of EpCAM-stained *Igf1r ^+/+^*, *Igf1r ^+/-^*, and *Igf1r ^-/-^* salivary glands at E13.5 (n*_Igf1r+/+_*=6, n*_Igf1r+/-_*=8; n*_Igf1r-/-_*=20), E16.5 (n*_Igf1r+/+_*=15, n*_Igf1r+/-_*=29; n*_Igf1r-/-_*=5), and E18.5 (n*_Igf1r+/+_*=6, n*_Igf1r+/-_*=13; n*_Igf1r-/-_*=6). Scale bars, 200 µm. Statistical significances were assessed using unpaired two-tailed Student’s *t*-test with Bonferroni correction. ns, non-significant; **, p<0.01, ***; p<0.001; ****, p<0.0001. Figure 7—figure supplement 1—source data 1.Source data of quantifications represented as graphs in Figure 7-figure supplement 1A-C.

To assess the function of IGF-1 in vivo, we examined mammary gland development in embryos deficient for *Igf1r*, the obligate cognate receptor of Igf1 (Dupont and Holzenberger, 2003; LeRoith et al., 2021). As previously reported (Liu et al., 1993), *Igf1r ^-/-^* embryos were significantly smaller compared with wild type littermates (*Igf1r ^+/+^*) (Figure 7C). At E16.5, the anterior glands of littermate control embryos had sprouted. Small outgrowths were also observed in *Igf1r ^-/-^* embryos, with the exception of mammary gland 3 that was consistently absent (Figure 7D). At E18.5, growth and branching was severely compromised in the *Igf1r ^-/-^* embryos, verified by quantification of the epithelial area of the mammary gland and the ductal tip number of mammary glands 1–4 at E18.5 (Figure 7—figure supplement 1A and B). To avoid biases caused by the conspicuously smaller size of the *Igf1r ^-/-^* embryos (Holzenberger et al., 2003; Liu et al., 1993), we normalized the data to the body weight (Figure 7E and F). The normalized values revealed that the mammary gland area and tip numbers were significantly reduced in *Igf1r ^-/-^* embryos compared to controls. There was no significant difference between *Igf1r ^+/-^* and *Igfr1 ^+/+^* embryos, except that the number of tips in mammary gland 2 was reduced in *Igf1r ^+/-^* embryos (Figure 7F). Analysis of E13.5 embryos revealed that mammary rudiment 3 was absent in *Igf1r ^-/-^* embryos already early on (Figure 7—figure supplement 1C and D). Quantification of the epithelial volume of mammary gland 2 from *Igf1r ^-/-^* and *Igfr1 ^+/+^* embryos at E13.5, E16.5, and E18.5 (Figure 7G–I) confirmed the significantly reduced size of the mammary anlage of *Igf1r ^-/-^* embryos, the defect becoming notably pronounced at later developmental stages (Figure 7H). Importantly, normalization of the mammary gland volume to body weight revealed no difference between the genotypes at the bud stage, yet a progressive defect was evident from E16.5 onward, upon onset of branching morphogenesis (Figure 7I). In addition, we examined the developing salivary glands at E13.5, E16.5 and E18.5. In stark contrast to the mammary gland, the salivary glands of E16.5 and E18.5 *Igf1r ^-/-^* embryos were highly branched although smaller (Figure 7—figure supplement 1E), paralleling the overall growth defect of the mutant embryos (Figure 7C).

The *Igf1r*-deficient mouse used in the current study is a constitutive gene deletion model, and hence the phenotype could result from lack of IGF-1R signaling in the epithelium, the mesenchyme, or both. To address this question, we conducted tissue recombination experiments involving mammary epithelial and mesenchymal tissues isolated from E16.5 control (*Igf1r ^+/+^* or *Igf1r* ^+/-^) and *Igf1r* ^-/-^ embryos. Absence of *Igf1r* in the mesenchyme did not impair growth and branching of the control epithelium (Figure 7J and K), while *Igf1r* ^-/-^ epithelium failed to grow even if recombined with control mesenchyme, indicating that epithelial *Igf1r* deficiency is the primary cause of the branching defects observed in *Igf1r* ^-/-^ embryos.

Collectively, these data show that embryonic mammary gland development is exceptionally sensitive to loss of IGF-1/IGF-1R signaling, as shown by the complete absence of mammary bud 3 and the specific growth and branching impairment during late embryogenesis.

## Discussion

In this study, we explored the fundamental principles of epithelial-mesenchymal tissue interactions guiding embryonic mammary gland development. Our findings reveal that while both the timing and type of branching events are intrinsic properties of the mammary epithelium, mammary-specific mesenchymal signals are crucial for the acquisition of the branching capacity. Importantly, we demonstrate that salivary gland mesenchyme could only promote the growth of the later stage (E16.5) mammary epithelium without changing the branching regime. Transcriptomic profiling and experimental evidence indicate that mesenchymal Wnt signaling and Igf1 downstream of it are critical regulators promoting expansion of the mammary gland epithelium and contribute to the differences in growth-promoting capacity of the mammary and salivary mesenchymes. Other pathways are also involved, as several signaling molecules known to regulate growth, such as *Eda* and *Fgf10* (Jaskoll et al., 2005; Lindfors et al., 2013; Lindström et al., 2022), were differentially expressed between salivary and mammary gland mesenchymes.

Two important events occur before initiation of mammary gland branching: exit from quiescence and obtaining outgrowth capacity. Krt14-Eda data suggest that these two phenomena are likely coordinated, in part through Eda signaling. Interestingly, cells in the basal layer are more proliferative initially, unlike during later embryogenesis when branching is ongoing (Myllymäki et al., 2023). Our observation that proliferation is specifically activated in the basal layer prior to branching seems to support the previous hypothesis that proliferation and lineage segregation may be linked to drive onset of branching (Inman et al., 2015; Lilja et al., 2018), but further studies will be needed to address this question. The fact that E13.5 Krt14-Eda and E15.5 wild type mammary epithelia fail to grow and branch in 3D culture despite the high proliferation rate, implies that additional factors are required to acquire branching capacity. This is in line with our recent study showing that inhibition of cell proliferation does not prevent branch point generation per se, though new cells are evidently needed as building blocks for further ductal growth (Myllymäki et al., 2023). Instead, cell motility is critical for branch point formation in the mammary gland (Myllymäki et al., 2023), as well as in other branching organs (Chi et al., 2009; Kim et al., 2013; Nakanishi et al., 1987). Accordingly, we observed significantly increased expression of cell migration promoting genes such as *Cdh11* (encoding Cadherin 11) and *Tnc* (encoding Tenascin C) (Andrews et al., 2012; Midwood et al., 2016) in E16.5 mesenchyme compared to E13.5 (Supplementary file 2).

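Tnc, which lies on chromosome 4 from 63959785 to 64047015, had 2786 ± 547 normalized counts in E13.5 MM (SD, n = 5) and rose in E16.5 MM, with a log2 fold change of 2.02 (standard error 0.226, edgeR adjusted p = 1.41e-07). In E16.5 FP it had 2861 ± 970.5 normalized counts, a log2 fold change against E13.5 MM of 0.04 (standard error 0.218, edgeR adjusted p = 0.896), which was not called. Cdh11, which encodes a mesenchymal cadherin and lies on chromosome 8 from 102632095 to 102785642, had 14467 ± 623 normalized counts in E13.5 MM, 24802 ± 3444 in E16.5 MM and 6846 ± 1003 in E16.5 FP (SD, n = 5 each). Its log2 fold change against E13.5 MM was 0.78 (standard error 0.117, edgeR adjusted p = 5.55e-06) in E16.5 MM, where it rose, and -1.08 (standard error 0.117, edgeR adjusted p = 2.09e-08) in E16.5 FP, where it fell. Fn1, which encodes the matrix protein fibronectin along which cells move, had log2 fold changes of 1.25 (standard error 0.222, edgeR adjusted p = 6.35e-05) in E16.5 MM and 1.21 (standard error 0.222, edgeR adjusted p = 6.82e-05) in E16.5 FP.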

Epithelial-mesenchymal tissue recombination experiments performed mainly in the 50s to 70s using different branched organs, including the lung, kidney, and salivary gland, have disclosed the dominant role of the mesenchyme in branch patterning (Alescio and Cassini, 1962; Alescio and Di Michele, 1968; Alescio and Piperno, 1967; Grostein, 1953; Iwai et al., 1998; Kispert et al., 1996; Lawson, 1974; Lawson, 1983), a conclusion confirmed also by detailed branch pattern analyses of heterotypic kidney and lung tissue (Lin et al., 2003). Similarly, recombination experiments between mammary epithelium and salivary gland mesenchyme (Kratochwil, 1969; Sakakura et al., 1976) laid the foundation for our current understanding on the instructive role of the mesenchyme in mammary gland branching morphogenesis. However, at the time, time-lapse imaging was not feasible precluding a comprehensive investigation of the dynamic branching process. Advances in imaging may explain our contrasting result. That is, our data clearly demonstrate that although the density and growth rate of the mammary ductal tree were greatly enhanced by the salivary gland mesenchyme, the type of branch point formation was not. This observation suggests that mammary epithelium itself carries the instructions dictating the mode of branching involving both lateral branching and tip bifurcations. This conclusion is further supported by our recent study showing that isolated E16.5 mammary epithelia retain bimodal branching also in the mesenchyme-free 3D organoid culture (Myllymäki et al., 2023). Evidently, further studies are required to elucidate which properties of the mammary epithelium enable its bimodal branching behavior. It is worth noting that certain mesenchymal factors, such as Ltbp1, began transitioning towards epithelium-specific expression around E16.5 (Chandramouli et al., 2013). Exploring the potential impact of these factors on the self-instructed branching capacity of the mammary epithelium could yield valuable insights.

In contrast to the mode of branching, growth rate and density of the mammary ductal tree was grossly altered by the salivary gland mesenchyme implying an important role for paracrine factors in these processes. This, together with the failure of the salivary epithelium to grow in mammary gland mesenchyme indicate that the mammary gland mesenchyme is either poor in growth-promoting cues and/or rich in growth-inhibitory cues. Our transcriptomic profiling suggest that it may be both. 

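Against E16.5 FP, the mammary tissue with the highest Fgf10 and Eda, the log2 fold change of E13.5 SM was 1.81 (standard error 0.126, edgeR adjusted p = 3.09e-12) for Fgf10, 1.26 (standard error 0.228, edgeR adjusted p = 3.56e-05) for Igf1 and 0.59 (standard error 0.113, edgeR adjusted p = 6e-05) for Eda. Against E16.5 MM it was 2.48 (standard error 0.130, edgeR adjusted p = 1.44e-14) for Fgf10. Of 19 genes of the FGF pathway, 7 were higher and 2 lower in E13.5 SM than in E16.5 MM, also adjusted over the list alone (camera adjusted p = 0.419). Against E16.5 FP, 5 were higher and 3 lower in E13.5 SM, also adjusted over the list alone (camera adjusted p = 0.48). Etv4, a target of FGF signaling, had 349.5 ± 65.4 normalized counts in E13.5 SM and 49.8 ± 11.9 in E16.5 FP (SD, n = 5 each), a log2 fold change of 2.82 (standard error 0.166, edgeR adjusted p = 1.15e-13). Spry4, a feedback inhibitor of the same signaling, had one of 0.91 (standard error 0.125, edgeR adjusted p = 4.76e-07). The list as a whole did not pass the test in either comparison.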

Growth factors like *Fgf10*, *Eda,* and *Igf1* were expressed at higher levels in the salivary gland mesenchyme, while the RNA-Seq data indicated that low level of mesenchymal Wnt activity, likely in part due to high levels of Wnt inhibitors, may restrict mammary gland expansion. Mesenchymal Wnt activity is critical for the early specification of the mammary mesenchyme (Hiremath et al., 2012), but its function beyond the bud stage is largely unknown. The *Axin2* and Wnt reporter expression analyses indicate that mesenchymal Wnt activity is reduced by the time branching begins. In addition, our experimental data revealed that growth and branching of the mammary gland was enhanced by mesenchymal activation of Wnt/β-catenin signaling activity. 

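From E13.5 MM the log2 fold change of Axin2 was -0.96 (standard error 0.105, edgeR adjusted p = 5.55e-08) in E16.5 MM and -3.65 (standard error 0.119, edgeR adjusted p = 6.79e-18) in E16.5 FP. Of 17 genes of canonical Wnt feedback and targets, Axin2 included, 2 were higher and 9 lower in E16.5 MM than in E13.5 MM (camera adjusted p = 0.00851, or 0.245 with an estimated correlation), also adjusted over the list alone. In E16.5 FP 1 was higher and 14 lower than in E13.5 MM (camera adjusted p = 2.71e-10, or 0.0135 with an estimated correlation), also adjusted over the list alone. Lef1 had 1139 ± 84.1 normalized counts in E13.5 MM, 1029 ± 260.4 in E16.5 MM and 61.2 ± 10.9 in E16.5 FP (SD, n = 5 each), with log2 fold changes against E13.5 MM of -0.15 (standard error 0.154, edgeR adjusted p = 0.447), not called, and -4.22 (standard error 0.188, edgeR adjusted p = 2.19e-15). Tnfrsf19, a receptor gene that Wnt signaling induces, had log2 fold changes of -2.06 (standard error 0.271, edgeR adjusted p = 1.85e-06) in E16.5 MM and -4.15 (standard error 0.299, edgeR adjusted p = 8.23e-11) in E16.5 FP. Nkd1 had ones of -1.21 (standard error 0.170, edgeR adjusted p = 3.09e-06) and -3.82 (standard error 0.192, edgeR adjusted p = 3.9e-14). Of 24 Wnt antagonist genes, 4 were higher and 7 lower in E16.5 MM than in E13.5 MM, also adjusted over the list alone (camera adjusted p = 0.103). In E16.5 FP 3 were higher and 13 lower (3 and 14 adjusted over the list alone, camera adjusted p = 0.0012, or 0.0551 with an estimated correlation).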

Previous studies have shown that an excess of Wnt ligands promotes growth of the embryonic mammary epithelium but the primary target tissue was unknown (Cunha and Hom, 1996; Voutilainen et al., 2012). Our results suggest that this could be (in part) an indirect effect, due to augmented mesenchymal Wnt signaling activity. This hypothesis is consistent with our recent study demonstrating that forced stabilization of epithelial β-catenin compromises branching of the embryonic mammary gland (Satta et al., 2023).

The IGF-1/IGF-1R signaling pathway has a critical role in the coordinated regulation of body growth downstream of the pituitary growth hormone (LeRoith et al., 2021; Streck et al., 1992). In its absence, the size of the organs is also proportionally reduced (LeRoith et al., 2021; Powell-Braxton et al., 1993). Here we show that the embryonic mammary gland is particularly sensitive to *Igf1r* deficiency, mammary gland 3 failing to develop at all. These data suggest that the role of IGF-1R during mammary gland development, particularly in the branching morphogenesis, extends beyond its general growth promoting function during embryonic development. The reason for this is currently unknown but one possibility is that the availability of active IGFs in mammary gland mesenchyme is limited to begin with, due to low expression of *Pappa*. 

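The log2 fold change of Pappa in E13.5 SM was 3.68 (standard error 0.199, edgeR adjusted p = 1.35e-13) against E13.5 MM, 2.55 (standard error 0.188, edgeR adjusted p = 2.89e-11) against E16.5 MM and 5.23 (standard error 0.217, edgeR adjusted p = 6.64e-16) against E16.5 FP. Its paralog Pappa2 went the other way in all 3 comparisons, with log2 fold changes of E16.5 MM and E16.5 FP against E13.5 SM of 8.00 (standard error 0.354, edgeR adjusted p = 7.96e-15) and 5.62 (standard error 0.341, edgeR adjusted p = 1.64e-12). Igfbp3, which encodes the main IGF binding protein of serum, had log2 fold changes of E13.5 SM of 0.02 (standard error 0.126, edgeR adjusted p = 0.919) against E13.5 MM and 0.98 (standard error 0.128, edgeR adjusted p = 2.44e-07) against E16.5 FP. Igfbp6 had 192 ± 37.9 normalized counts in E13.5 SM, 178 ± 45.5 in E13.5 MM and 878 ± 145 in E16.5 FP (SD, n = 5 each).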

Normally, the IGFs exist in the form of binary complexes with IGFBPs, and PAPPA degrades IGFBPs, increasing the bioavailable fraction of IGFs thereby promoting activation of IGF-1R (LeRoith et al., 2021). Due to the functional redundancy between IGF-1 and IGF-2 in IGF-1R activation, we cannot exclude the potential role of IGF-2 in promoting mammary gland branching via IGF-1R. However, as *Igf2* expression was suppressed by Wnt3a in mammary fibroblast, we find it unlikely that IGF-2 mediates the Wnt-IGF-1R crosstalk.

In conclusion, our findings provide valuable insights into the growth control of the mammary gland and the transcriptomic profiling of different mesenchymes as a novel resource for investigating the mesenchymal contribution in organ development. Intriguingly, we found that heterochronic mammary mesenchyme did not advance/delay the timing of epithelial outgrowth and branching, indicating that mechanisms intrinsic to the mammary epithelium govern these processes. Yet, mammary-specific mesenchyme was indispensable for branching to occur, suggesting that mammary mesenchyme may provide permissive cues that allow the mammary bud to exit quiescence and become competent to respond to mitogenic cues. Parathyroid hormone like hormone (Pthlh, also known as Pthrp) signaling may play a critical role here: deletion of the mesenchymally expressed receptor *Pthr1* or the epithelially expressed ligand halts mammary gland development at E15.5-E16.5, prior to onset of branching (Wysolmerski et al., 1998). However, the downstream targets of Pthr1 are incompletely understood, but both Wnt and bone morphogenetic protein (Bmp) pathways are involved (Hens et al., 2007; Hiremath et al., 2012). In addition, the transcriptomic and epigenetic changes taking place in the mammary epithelium between the quiescent bud stage and growth competent sprout are currently unknown. Uncovering how mammary epithelial cells acquire their remarkable growth potential and identification of the underlying mesenchymal cues are fascinating avenues for future research with implications to our understanding of basic mammary gland biology, as well as breast cancer.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	rat anti-mouse CD326 (EpCAM), monoclonal	BD Pharmingen	Cat# 552370; RRID:AB_394370	1:500
Antibody	rabbit anti-mouse Krt14, polyclonal	Thermo Fisher Scientific (Lab Vision)	Cat# RB-9020-P; RRID:AB_149790	1:500
Antibody	rabbit anti-cleaved Caspase-3, polyclonal	Cell Signaling Technology	Cat# 9661; RRID:AB_2341188	1:500
Antibody	Alexa Fluor 488-conjugated Donkey anti-Rat secondary antibody, polyclonal	Thermo Fisher Scientific	Cat# A-21208; RRID:AB_2535794	1:500
Antibody	Alexa Fluor 647-conjugated Donkey anti-Rat secondary antibody, polyclonal	Thermo Fisher Scientific	Cat# A48272; RRID:AB_2893138	1:500
Peptide, recombinant protein	Mouse IGF-1	R&D systems	791 MG	150 ng/ml
Strain, strain background (*Mus musculus*, C57/Bl6)	Krt14-Eda	PMID:12812793		
Strain, strain background (*Mus musculus*, C57/Bl6)	Krt14-Cre	PMID:1508351815083518		
Strain, strain background (*Mus musculus*,)	*Eda^-/-^*	The Jackson Laboratory	Strain #:000314; RRID:IMSR_JAX:000314	
Strain, strain background (*Mus musculus*, C57/Bl6)	*Rosa26^Fucci2a flox/Fucci2a flox^*	EMMA	EMMA:08395; RRID:IMSR_EM:08395	The original strain was bred with Pgk1-cre before using in this study.
Strain, strain background (*Mus musculus*, C57/Bl6)	Pgk1-cre	The Jackson Laboratory	Strain #:020811; RRID:IMSR_JAX:020811	
Strain, strain background (*Mus musculus*, ICR)	*Rosa26^mTmG^*	The Jackson Laboratory	Strain #:007576; RRID:IMSR_JAX:007576	
Strain, strain background (*Mus musculus*, mix)	*Rosa26^mGFP/mTmG^*	This paper		Obtained by breeding mTmG mouse with Pgk1-cre
Strain, strain background (*Mus musculus*, C57/Bl6)	*Ctnnb1^lox(ex3)/lox(ex3)^*	PMID:10545105	RRID: MGI:2673882	
Strain, strain background (*Mus musculus*, 129S2/SvPasCrl)	*Igf1r ^+/-^*	PMID:12483226	RRID: MGI:3775301	
Strain, strain background (*Mus musculus*, C57/Bl6)	*TCF/LEF:H2B-GFP*	PMID: 21176145	Strain #:013752; RRID:IMSR_JAX:013752	
Chemical compound, drug	Hoechst 33342	Invitrogen	H3570	1:1000
Other	Adeno-Associated Virus (AAV8-Cre)	Gene Transfer and Cell Therapy Core Facility, Faculty of Medicine, University of Helsinki		1:100 (stock: 1.13×10^9^ vg/µl)
Software, algorithm	Imaris	Bitplane	RRID:SCR_007370	
Software, algorithm	Fiji	http://fiji.sc	RRID:SCR_002285	
Software, algorithm	AfterQc	PMID:28361673	RRID:SCR_016390	
Software, algorithm	SortMeRNA	PMID:23071270	RRID:SCR_014402	
Software, algorithm	DEseq2	PMID;25516281	RRID:SCR_015687	
Software, algorithm	Limma	PMID:25605792	RRID:SCR_010943	
Software, algorithm	biomaRt	PMID:16082012; 19617889	RRID:SCR_019214	
Software, algorithm	Salmon	PMID:28263959	RRID:SCR_017036	
Software, algorithm	Mfuzz	PMID:28263959;16078370	RRID:SCR_000523	
Software, algorithm	GraphPad Prism	GraphPad Software	RRID:SCR_002798	
Software, algorithm	R Project for Statistical Computing	http://www.r-project.org/	RRID:SCR_001905	

### Mice

To obtain mice constitutively expressing the Fucci2a cell cycle reporters (*Rosa26^Fucci2a del/Fucci2a del^*), the conditional *Rosa26^Fucci2a flox/Fucci2a flox^* mice (Mort et al., 2014) were first bred with Pgk1-cre mice (Lallemand et al., 1998) ubiquitously expressing Cre. The obtained Pgk1-cre*;Rosa26^Fucci2a del/Fucci2a flox^* offspring were used to generate *Fucci2a* (*Rosa26^Fucci2a del/Fucci2a del^*) mice without the Pgk1-cre transgene. Heterozygous *Rosa26^Fucci2a del/+^* embryos were used for the quantitative analysis. The dual fluorescent *mGFP;mTmG* (*Rosa26^mGFP/mTmG^*) mice were generated by breeding mTmG (*Rosa26^mTmG/mTmG^*) mice (ICR background; the Jackson Laboratory Stock no. 007576) with *mGFP* (*Rosa26^mGFP/+^*) mice (mixed background). The mGFP allele was generated by breeding mTmG mice with Pgk1-cre mice (Lallemand et al., 1998) to remove the sequence containing the mTdtomato coding region and STOP cassette surrounded by loxP sites leading to ubiquitous expression of mGFP. The obtained Pgk1-cre*;mGFP* mouse was bred with wild type C57Bl/6 mouse to remove the Pgk1-cre transgene. For embryonic tissue recombination experiments, male *mGFP;mTmG* mice were mated with wild type NMRI females. Krt14-Eda, where Eda is overexpressed under the control of Krt14 promoter in the developing ectoderm (Mustonen et al., 2003) and *Eda^-/-^* (The Jackson Laboratory, Strain #:000314) mice were maintained as described previously (Voutilainen et al., 2012). The Krt14-Eda;*Rosa26^Fucci2a del/+^* embryos were obtained by crossing Krt14-Eda males with *Rosa26^Fucci2a del/Fucci2a del^* females. As the *Eda* gene is localized in the X-chromosome, to obtain the *Rosa26^Fucci2a del/+^;Eda^-/-^* and *Rosa26^Fucci2a del/+^;Eda^+/+^* embryos, the *Rosa26^Fucci2a del/Fucci2a del^* mice were first bred with *Eda^-/y^* male or *Eda^-/-^* female to obtain *Rosa26^Fucci2a del/+^;Eda^+/y^* and *Rosa26^Fucci2a del/+^;Eda^-/y^* males, and *Rosa26^Fucci2a del/+^;Eda ^+/-^*females. For the analysis, the *Rosa26^Fucci2a del/+^;Eda^-/-^* embryos were obtained by breeding *Rosa26^Fucci2a del/+^;Eda^-/y^* males with *Rosa26^Fucci2a del/+^;Eda ^+/-^*females and *Rosa26^Fucci2a del/+^;Eda^+/+^* embryos were obtained by breeding *Rosa26^Fucci2a del/+^;Eda^+/y^* males with *Rosa26^Fucci2a del/+^;Eda ^+/-^*females. The *Ctnnb1^lox(ex3)/lox(ex3)^* mice (Harada et al., 1999) were maintained in C57Bl/6 background as described previously (Närhi et al., 2012). *Ctnnb1^lox(ex3)/lox(ex3)^* or *Ctnnb1^+/+^* (wild type C57Bl/6) male mice were bred with C57Bl/6 wild type females to obtain the *Ctnnb1^lox(ex3)/+^* or *Ctnnb1^+/+^* embryos for the AAV virus transduction experiments. *Igf1r ^+/-^*mice were maintained in 129S2/SvPasCrl background as described previously (Holzenberger et al., 2003). The littermates obtained from breeding of *Igf1r ^+/-^* male and *Igf1r ^+/-^* female mice were used for analysis. The *TCF/LEF:H2B-GFP* Wnt reporter mice (Ferrer-Vaquer et al., 2010) obtained from the Jackson laboratories (stock no. 013752) were maintained in the C57Bl/6 background.

All mice were kept in 12 hr light-dark cycles with food and water given ad libitum. The appearance of the vaginal plug was considered as embryonic day 0.5, and the age of the embryos was further verified based on the limb and craniofacial morphology and other external criteria (Martin, 1990). For embryos older than E13.5, only female embryos were used for experiments and analysis. The gender was determined by the morphology of the gonad as described previously (Lan et al., 2022) and further confirmed by detecting the Y chromosomal *Sry* gene using PCR (Settin et al., 2008).

### Ex vivo embryonic tissue culture and tissue recombination

Ex vivo culture of embryonic mammary glands was performed as described earlier (Lan et al., 2022). Briefly, the abdominal-thoracic skin containing mammary glands 1–3 was dissected from E13.5 to E16.5 embryos. The tissues were treated for 30–60 min with 2.5 U/ml of Dispase II (4942078001; Sigma Aldrich) in PBS at +4C in the shaker and then 3–4 min with a pancreatin-trypsin (2.5 mg/ml pancreatin [P3292; Sigma Aldrich] and 22.5 mg/ml trypsin dissolved in Thyrode’´s solution pH 7.4) at room temperature. The tissues were incubated in culture media (10% FBS in 1:1 DMEM/F12 supplemented with 100 μg/ml ascorbic acid, 10 U/ml penicillin and 10 mg/ml streptomycin) on ice for a minimum of 30 min before further processing. The skin epithelium was removed with 26 gauge needles leaving the mesenchymal tissue with the mammary buds.

For typical mammary gland culture, the tissues were collected on small pieces of Nuclepore polycarbonate filter with 0.1 µm pore size (WHA110605, Whatman) and further cultured on the air-liquid interface on filters with the support of metal grids in a 3.5 cm plastic Petri dish with culture medium. The explants were cultured in a humidified incubator at 37 °C with an atmosphere of 5% CO_2_ and the culture medium was replaced every other day.

To test the role of IGF-1 in branching morphogenesis, explants were randomly separated into two groups. Mouse IGF-1 protein (791 MG, R&D systems) at the final concentration of 150 ng/ml was added to the culture medium 3 hr after the onset of the culture. The same volume of 10% BSA was used as a vehicle control. The fresh culture medium with IGF-1 or BSA was replaced after two days, and the explants were cultured for three days in total.

For tissue recombination experiments, embryos expressing mGFP or mTmG were identified with a fluorescent stereomicroscope and processed separately. Samples from *Igf1r ^+/+^*, *Igf1r ^+/-^* or *Igf1r ^-/-^* embryos were processed individually, and genotypes were verified by PCR before final analysis. The E13.5 submandibular glands (hereafter salivary gland) were dissected and processed similarly as described above for the mammary gland. After enzyme treatment and incubation on ice, the tissues were further dissected under a stereomicroscope to separate the intact mammary or salivary gland epithelium and their mesenchyme. The mesenchymes without any epithelium were collected with the filter and maintained in the culture incubator until further use. For salivary mesenchyme, mesenchymes from 3 to 4 salivary glands were pooled into one piece of filter to increase the amount of mesenchyme in each sample. After epithelial-mesenchymal separation of all samples, salivary epithelium or mammary buds 1–3 were gently washed by pipetting through a 1000 μl tip several times to remove the remaining mesenchymal tissues and then transferred onto the mesenchyme expressing different fluorescent protein, as previously described (Lan and Mikkola, 2020). 1–2 mammary buds were transferred to each mesenchyme. The recombinants were cultured as described above.

To specifically activate the WNT/ß-catenin signaling in the mesenchyme, tissue recombination has been performed as described above, while the mesenchymes from E13.5 *Ctnnb1^lox(ex3)/+^* or *Ctnnb1^+/+^* embryos were recombined with mammary buds from *Ctnnb1^+/+^* embryos. Two hours after culture, final concentration of 1.13x10^7^ vg/µl AAV8-Cre (purchased from AAV Gene Transfer and Cell Therapy Core Facility, Faculty of Medicine, University of Helsinki) were added into the culture medium. The fresh culture medium without virus was replaced every other day, and the explants were cultured 6–7 days in total.

### Time-lapse imaging for recombinants

To monitor the growth of the recombinants, the explants were imaged with Zeiss Lumar microscope equipped with Apolumar S 1.2 x objective once per day. To assess the branching type of each event of the epithelium in salivary mesenchyme, multi-position, automated time-lapse imaging described previously (Lan et al., 2022) was used instead. Briefly, tissue recombination was performed as described above (Day 0). One to 2 days after the culture, explants with filter were transformed to 24 mm Transwell inserts with 0.4 µm polyester membrane (CLS3450, Costar) and cultured on 6-well plates allowing multi-position imaging (Lindström et al., 2022). From day 1 or 2 to day 4 of culture, explants were imaged with 3i Marianas widefield microscope equipped with 10 x/0.30 EC Plan-Neofluar Ph1 WD = 5.2 M27 at 37 °C with 6% CO2. The medium was changed right before the imaging and thereafter, every other day. Images were acquired with an LED light source (CoolLED pE2 with 490 nm/550 nm) every 2 hr.

### Mesenchyme-free mammary rudiment culture and time-lapse imaging

E13.5 to E16.5 mammary rudiments were cultured in 3D Matrigel as previously described (Lan et al., 2022). Briefly, after separation of the mammary tissue with mesenchyme, the intact mammary rudiments 1–3 were dissected under stereomicroscope as described above. The mammary rudiments collected from littermate embryos of same genotype were pooled together, except for *Eda^-/-^* or *Eda^+/+^*. Pooled mammary rudiments 1–3 from each *Eda^-/-^* and *Eda^+/+^* embryo were cultured separately as it is not possible to obtain *Eda^-/-^* and *Eda^+/+^* genotypes from the same litter. Intact mammary rudiments were transferred onto the bottom of 12-well plates with 10 μl of culture media. The medium was then replaced with a 20–30 μl drop of growth-factor reduced Matrigel (356231; Corning) using a chilled pipette tip. The MBs were dispersed to avoid any potential contact with each other or the bottom of the plate. The mixture was then incubated in the 37 °C culture incubator for 15–20 min until the matrix was solidified. The MBs were cultured in a humidified incubator at 37 °C with an atmosphere of 5% CO_2_ in serum-free DMEM/F12 medium supplemented with 1 X ITS Liquid Media Supplement (I3146, Sigma Aldrich) and 2.5 nM hFGF2 (CF0291, Sigma Aldrich), 10 U/ml penicillin and 10,000 μg/ml streptomycin. The culture medium was replaced every other day and the growth of the MBs was monitored once per day by imaging with Zeiss Lumar microscope.

### Whole-mount immunofluorescence staining and imaging

For whole-mount immunofluorescence staining, dissected ventral skin containing mammary glands, cultured explants, or mammary epithelia cultured in Matrigel were fixed in 4% PFA at 4 °C overnight, washed three times in PBS and then three times in 1% PBST (1% TritonX-100 in PBS) at room temperature. Samples were blocked with blocking buffer containing 5% normal donkey serum, 0.5% BSA, and 10 μg/ml Hoechst 33342 (Molecular Probes/Invitrogen) in 1% PBST at 4 °C overnight. The samples were then incubated with primary antibodies diluted in blocking buffer for 1–2 days at 4 °C, washed three times with 0.3% PBST at room temperature before incubation with secondary antibodies diluted in 0.3% PBST with 0.5% BSA for 1–2 days at 4 °C. After washing three times with 0.3% PBST and three times with PBS, samples were post-fixed with 4% PFA for 10 min at room temperature. Finally, samples were washed twice with PBS before immersing into the fructose-glycerol based clearing solution described by Dekkers et al., 2019 before imaging. For samples from older embryos, the blocking step was extended to 2 days followed by an extra microdissection procedure, where samples were dissected under fluorescence stereomicroscope to expose the mammary epithelium and remove surplus mesenchymal tissues. The samples were imaged with Leica TCS SP8 inverted laser scanning confocal microscope with HC PL APO 20 x/0.75 IMM CORR CS2 object. The images were acquired with z-stack of 0.11 µm intervals.

For E13.5 *Igf1r* embryos, the staining was performed with the whole embryos before imaging. The samples of *Igf1r* embryos or IGF1-treated explants were imaged with Lumar stereomicroscope.

The following antibodies were used in this study: rat anti-mouse CD326 (EpCAM, 552370, BD Pharmingen, 1:500), rabbit anti-mouse Krt14 (RB-9020-P, Thermo Fisher Scientific, 1:500), rabbit anti-cleaved Caspase-3 (9661, Cell Signaling Technology, 1:500), Alexa Fluor 488-conjugated Donkey anti-Rat secondary antibody (A21208, Invitrogen, 1:500) and Alexa Fluor 647-conjugated Donkey anti-Rat secondary antibody (A48272, Invitrogen, 1:500).

### Image analysis

For mammary gland volume quantification, the border of mammary epithelium and mesenchyme was outlined manually based on EpCAM expression and bud morphology, and the surface rendering and volume quantification were performed with Imaris software (version 9.2, 9.5 or 10.0, Bitplane). The mammary gland tip number was counted manually in 3D using Imaris. To further quantify the cell cycle dynamics of mammary epithelial cells, the mammary epithelium was masked using the rendered mammary gland surface in Imaris. Epithelial cells expressing nuclear mCherry (G1/G0) or nuclear mVenus (S/G2/M) were automatically detected using spot detection function with manual correction. The distance of each detected nucleus to the mammary epithelium surface was measured using the distance transformation function of Imaris. To measure the cell volume, the 3D confocal images of EpCAM stained mammary glands were pre-processed for denoising using Noise2Void PlugIn (Krull et al., 2019) for ImageJ (Fiji, version 1.53t; Schindelin et al., 2012) with the N2V train and predict module. The training was performed with 100 epochs, 200 steps per epoch, batch size per step of 64, patch shape of 64, and neighborhood radius was of 4 or 5 depending on the quality of the images. Cells were then segmented in 3D with Imaris using Cell detection module. Manual examination was performed on segmented cells, and any segmentations of poor quality or cell volumes below 100 µm³ or exceeding 1000 µm³ were excluded from analysis. The TCF/LEF:H2B-GFP Wnt reporter expressing cells were detected using spot detection function with manual correction and the mesenchymal areas surrounding epithelia were masked using 50 µm cutoff (*V*_50µm_) after distance transformation using rendered epithelial surface (*V*_epithelium_) in Imaris. The volume information was extracted from Imaris and the volume of surrounding mesenchyme (*V*_surrounding_) was calculated using formular *V*_surroudding_ = *V*_50µm_ – *V*_epithelium_. To determine the percentage of cleaved caspase-3 positive cells in 3D cultured mammary epithelia, the total cell number was assessed with CellProfiler in 3D (Carpenter et al., 2006; Jones et al., 2009; Lamprecht et al., 2007), using the probability map of nuclei staining obtained from pixel classification with Labkit (Arzt et al., 2022) as input. The number of apoptotic cells was assessed manually with Imaris. All the data were exported to be further analyzed using R version 4.2.1, a free software environment available at https://www.r-project.org/.

To quantify the mammary gland growth affected by the deficient of *Igf1r,* the epithelial area of the mammary glands and the number of ductal tips were acquired manually with ROI Manager within ImageJ. The time-lapse images were pre-processed with StackReg PlugIn (Thévenaz et al., 1998) for ImageJ using Rigid Body transformation for drift correction, and then the branching types were identified by carefully inspecting the images from adjacent time points. Some time-lapse images were pre-processed for denoising similarly to what is described above.

The plots were produced with R using packages tidyverse version 1.3.2 (Wickham et al., 2019), ggplot2 version 3.4.0 (Wickham, 2016), ggsignif version 0.6.4 (Constantin and Patil, 2021), ggpubr version 0.4.0 (Kassambara, 2023) and RcolorBrewer version 1.1–3 (Neuwirth, 2022).

### RNA sequencing and data analysis

To obtain the mesenchyme samples for RNA sequencing, salivary glands or flank skins with mammary rudiments 1–3 were dissected and followed by enzyme treatment as described above for ex vivo embryonic tissue culture. E13.5 salivary gland mesenchymes were obtained after removing the salivary gland epithelium. For E13.5 and E16.5 mammary gland mesenchymes, after removing the skin epithelium, the mammary epithelium and its surrounding mesenchyme were isolated together with small scissors followed by removal of the mammary epithelium using 26 gauge needles (303800, BD Microlance). The E16.5 fat pad precursor was microdissected from the explants after enzyme treatment. The E13.5 ventral skin mesenchymes further away from the mammary gland region were collected as E13.5 skin mesenchyme. The mesenchymes isolated from two to three embryos from the same litter were pooled together as one sample. Altogether, five biology replicates for each sample were collected from three different litters of C57Bl/6JOlaHsd mice. Samples were lysed immediately after collection and stored in TRI Reagent (T9424, Sigma) at –80 °C. Total RNA was extracted using Direct-zol RNA Microprep kit (Zymo Research, Irvine, CA) with DNase treatment according to the manufacturer’s instructions. RNA quality was assessed with 2100 Bioanalyzer (Agilent, Santa Clara, CA) using Agilent RNA 6000 Pico Kit or Agilent RNA 6000 Nano Kit (Agilent, Santa Clara, CA). RNA concentration was determined using Qubit RNA HS Assay Kit (Q32855, Thermo Fisher) with Qubit 4 Fluorometer (Thermo Fisher). cDNA libraries were prepared with Ovation SoLo RNA-Seq System (NuGen/Tecan Genomics) according to the manufacturer’s instructions and sequenced with NextSeq 500 (Illumina, San Diego, CA) in the DNA Genomics and Sequencing core facility, Institute of Biotechnology, HiLIFE, University of Helsinki. Forty-five to 68 million reads per sample were obtained after three rounds of sequencing.

For RNA-Seq data analysis, all sequencing reads were processed for quality control, removal of low-quality reads, adaptor sequence and ribosomal RNA using fastqc version 0.11.8 (Andrews, 2010), multiqc version 1.9 (Ewels et al., 2016), Trimmomatic version 0.39 (Bolger et al., 2014) and SortMeRNA version 2.1 (Kopylova et al., 2012) accordingly. The filtered reads were mapped to the reference genome (mm10) using Salmon version 0.99.0 (Patro et al., 2017) resulting in 36.6–53.4 million mapped reads per sample. The GSVA analysis was performed with R package GSVA version 1.44.5 (Hänzelmann et al., 2013). The conversion of murine gene Ensembl IDs to human Entrez IDs was performed with the biomaRt package version 2.46.3 (Durinck et al., 2005; Durinck et al., 2009), using the reference mart https://dec2021.archive.ensembl.org. The significant differentially expressed signatures between different mesenchymes were assessed with lmFit and eBayes functions from R package limma version 3.52.4 (Ritchie et al., 2015), by comparing E13.5 MM, E16.5 MM, or E16.5 FP with E13.5 SM, respectively. The signature database was downloaded from https://www.gsea-msigdb.org/gsea/index.jsp (Subramanian et al., 2005) on February 12, 2023. The significantly enriched KEGG signaling pathways were pooled together for visualization. The data normalization and analysis of differentially expressed genes (DEGs) were performed using the R package DESeq2 version 3.15 (Love et al., 2014). DEGs were defined with the thresholds of average count number >50, adjusted p-value <0.05 and Log2(Fold Change) ≥ 0.58 in each pairwise comparison.

Gene Ontology enrichment analysis was performed with the DEGs using R package pathfindR version 1.6.4 (Ulgen et al., 2019). Only the GOBP terms with lowest adjusted p value less than 0.01 were considered as significant. Among the commonly significantly altered GOBP terms, the top 10 GOBP terms with lowest adjusted p-value in each comparison and totally 16 GO terms were plotted. Gene Ontology database was downloaded from MSigDB (Subramanian et al., 2005) using R package msigdbr version 7.5.1 (Dolgalev, 2022) on November 9, 2022.

The DEGs with an average count number >100 and upregulated more than twice (Log2(Fold change) ≥ 1) in each group of samples compared to all the other four groups of samples were identified as marker genes.

To detect the pattern of the gene expression among different mesenchymal tissues, DEGs encoding extracellular matrix protein or ligands in selected pairwise comparisons with an average count number >200 in each group were further analyzed using Mfuzz version 2.58.0 (Futschik and Carlisle, 2005). The average of the normalized count number of each group was used as input. In addition, the groups were converted to pseudotime for the analysis. The fuzzifier m was determined with the default function and returned a value of 2.113207. The number of clusters was optimized empirically and set as 9 for the final analysis. The curated database including ECM, Ligand or Receptor genes was combined from the databases of R package SingleCellSignalR version 1.2.0 (Cabello-Aguilar and Colinge, 2022), CellTalkDB version 1.0 (Shao et al., 2021) and curated GO terms downloaded from https://baderlab.org/CellCellInteractions (Qiao et al., 2014).

The plots were produced using R packages tidyverse version 1.3.2 (Wickham et al., 2019), ggplot2 version 3.4.0 (Wickham, 2016), circlize version 0.4.15 (Gu et al., 2014), RcolorBrewer version 1.1–3 (Neuwirth, 2022), pathfindR version 1.6.4 (Ulgen et al., 2019), ComplexHeatmap version 2.12.1 (Gu et al., 2016), venn version 1.11 (Dusa, 2022) and patchwork version 1.1.2 (Pedersen, 2022).

### Public RNA-Seq data analysis

The raw data from Wang et al., 2021 (OEP001019) were downloaded from https://www.biosino.org/node/index. The sequence reads were processed similarly as described above. The log2 transformed normalized expression of selected genes were extracted to construct the heatmap shown in Figure 6F.

### Statistical analysis

All data were analyzed by Prism 9 (GraphPad Software), or R packages ggsignif version 0.6.4 (Constantin and Patil, 2021) and ggpubr version 0.4.0 (Kassambara, 2023). Statistical tests used are indicated in figure legends. p-values <0.05 were considered significant. Throughout the figure legends: *p<0.05, **p<0.01; ***p<0.001, ****p<0.0001.

## Data Availability

The raw and processed RNA-Seq data created in this study have been deposited in the GEO database under the access code GSE225821. The following dataset was generated: LanQ TrelaE MikkolaML 2024Identification of the mesenchymal signals regulating embryonic mammary gland developmentNCBI Gene Expression OmnibusGSE225821 The following previously published dataset was used: WangJ SongW YangR ChaoL WuT DongXB ZhouB GuoX ChenJ LiuZ QcY LiW FuJ ZengYA 2021Fibroblast relays Wnt signals from endothelial niche to mammary epitheliumThe National Omics Data EncyclopediaOEP001019

# Supplementary material for: Mesenchyme instructs growth while epithelium directs branching in the mouse mammary gland
**Source:** eLife. 2024 Mar 5;13:e93326. doi: 10.7554/eLife.93326
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)** **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   |     |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. |                                                   |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |                                                   |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   |     |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                   |     |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                           |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                           |            |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           |            |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           |            |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      |            |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           |            |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                           |            |

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               |                                                                                                           |     |
| Randomisation                                                           |                                                                                                           |     |
| Blinding                                                                |                                                                                                           |     |
| Inclusion/exclusion criteria                                            |                                                                                                           |     |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend | N/A |
|------------------------------------------------------------------------|------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. |                                                |     |
| Define whether data describe technical or biological replicates.       |                                                |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                  |     |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |                                                  |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                  |     |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  |     |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   | X   |

| Statistics                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------|---------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Statistical analysis and<br>Figure legends        |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Materials and methods,<br>Data availability         |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Materials and methods,<br>Data availability         |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Materials and methods                               |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | X   |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | X   |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            |                                                   | X   |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   |     |

---

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

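RNA-Seq was done on pools of mesenchyme from 5 tissues of mouse embryos, with 5 pools per tissue and 25 in all. The tissues were E13.5 ventral skin mesenchyme (VM), E13.5 and E16.5 mammary mesenchyme (MM), E16.5 fat pad precursor (FP) and E13.5 salivary gland mesenchyme (SM). The sample labels give each pool's tissue, stage and replicate number.

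The values deposited by the authors are estimated counts per gene, made with Salmon 0.99.0 on mm10. Before that step the authors checked the reads with FastQC 0.11.8 and MultiQC 1.9, trimmed them with Trimmomatic 0.39 and removed ribosomal reads with SortMeRNA. The annotation release behind the gene identifiers is not given in the sources used here. The paper's own calls were made with DESeq2, for which its methods give the version 3.15. The deposited table holds whole numbers, so that 0 values had to be rounded. Salmon divides reads between genes that share sequence, so counts of close paralogs and of overlapping genes are uncertain, and whether strand was used is not stated. Of 35880 genes, 375 had no symbol in GENCODE M21 and held 0.081% of all counts. No 2 libraries were identical.

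Counts were scaled with TMM factors. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with 1 mean per tissue, robust dispersion estimates and no covariate. The common dispersion was 0.0433. Each standard error given is the size of the log2 fold change divided by the square root of the test's F statistic. It is thus not an estimate separate from the test. The p-values were adjusted by Benjamini and Hochberg's method over the 17657 genes that edgeR's expression filter kept. The 6 comparisons were E13.5 MM, E16.5 MM and E16.5 FP against E13.5 SM, E13.5 MM against E13.5 VM, and E16.5 MM and E16.5 FP against E13.5 MM. A call needed an adjusted p under 0.05, a log2 fold change of at least 0.58 in size and a mean normalized count above 50 in the higher tissue. A marker gene needed a mean above 100 and a log2 fold change of at least 1 against each of the 4 other tissues. Folds against a tissue with 0 counts are lower bounds that put 3 counts over its 5 libraries in place of 0, and with 1 to 3 counts the ratio has a 95% Poisson interval, which covers counting error only. Comparisons that share E13.5 SM are described side by side, and no overlap between them was tested.

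The 26 gene lists were Wnt ligands and R-spondins, Wnt antagonists, canonical Wnt feedback and target genes, the broad Wnt pathway, the paper's 12 negative Wnt regulators, the IGF, FGF, and BMP and TGF-beta pathways, connective tissue matrix, mammary mesenchyme identity, adipogenesis, skeletal muscle, peripheral ganglion neurons, Schwann cells and glia, epithelium, endothelium, leukocytes, mast cells, erythroid cells, melanocytes, proliferation, Hox genes, craniofacial transcription factors, imprinted genes, immediate early and heat shock genes, and Y-linked genes. They were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2. Wnt scores were made with GSVA in gseapy 1.3.1 and compared with exact two-sided permutation tests. Clusters were made with the fuzzy c-means function of e1071 1.7.16 from 20 seeded starts. The principal components used the 500 most variable genes, a setting that the paper's text does not name. Tables and figures used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and mclust 6.1.1 gave the adjusted Rand index.

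The genes named are every gene that the paper names for this experiment, for each comparison the 5 called genes with the largest change in each direction among those with a mean above 100 and no overlap between the replicates of the tissues, and for each list up to 4 called members with the largest change. The values of Supplementary files 1 and 2 and of the source data had been seen when this rule was set. A few genes that the rule selects are not reported here. For genes named by the paper, the comparisons reported were narrowed to those the paper speaks of after a first round of results had shown values that changed sign.

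The fit was tested on simulated counts for E13.5 MM against E13.5 SM, drawn for 17150 genes. In them 50 genes were changed at each fold and 16923 were unchanged. The fit recovered 26% of genes changed 1.5-fold, a size that lies at the fold change a call needs, 98% of those changed 2-fold, 100% of those changed 3-fold and 92% of those at 0.5-fold, and called 0.065% of the unchanged genes. In the real comparison 5314 genes were called, so these shares describe the simulated counts only.

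The alternatives tried were the Wald test of DESeq2 1.42.0, its size factors, no expression filter, fits of only the 2 tissues compared, the replicate number as a block, each replicate left out in turn, a mean over both tissues in the count threshold, a marker mean above 200, camera with an estimated correlation, fry, mean z-scores and only the canonical list in place of the broad one, a fuzzifier of 1.5, and all tested genes in the principal components. The removal of the trend over gene length, the removal of 4 libraries with many olfactory receptor counts and a marker mean above 100 in every tissue were added after the data were seen. The enrichment of Gene Ontology terms, the KEGG sets and the published fibroblast data that the paper used were not analysed here. The copy of Supplementary file 1 used here lists 1 gene fewer than the paper states, and no overlap with it was tested. Xist was not in the count table.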

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

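The tests of epithelial genes in E13.5 SM and the test of muscle genes were chosen after the results were seen, and so was the removal of the trend over gene length. Of 215 groups of 5 samples examined, 15 held a sample far from the other 4 by Dixon's criterion, and chance gives about 1 in 20 groups.

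Single samples stood apart in these genes, each value being a normalized count. Adipoq was 0.884 in E13.5 MM replicate 5 and 0 in the others. Lpl was 3028 in E13.5 MM replicate 3 against at most 1764 in the others, and Plin1 was 76.4 in E13.5 VM replicate 1 against at most 29.8. Nr5a2 was 325.7 in E13.5 MM replicate 1 against at most 291.9. Dkk1 was 4.96 in E16.5 FP replicate 2 against at least 9.33. In E16.5 MM replicate 5, Notum was 334.6 against at most 171.2, and Axin2 was 1850.0 against at most 1449. Sostdc1 was 95.1 in E13.5 SM replicate 1 against at most 52.7, and Igf2 was 66457 in E13.5 SM replicate 4 against at most 53399. In E13.5 VM replicate 2, Cthrc1 was 838.3 against at most 629.1, Postn was 50472 against at most 24630.0 and Igf1 was 3683 against at most 1640.0. Ltbp1 was 8066 in E13.5 MM replicate 2 against at most 6837. Olfactory and vomeronasal receptor genes took 0.943% of the counts of E13.5 SM replicate 4 against at most 0.589%, and muscle genes took 0.101% of those of E13.5 SM replicate 1 against at most 0.0314%.

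Signals in genes that the paper does not discuss were flagged here for 4 lists. Other such lists, among them those of leukocytes and endothelium, also passed with camera against E13.5 SM. The median log2 fold change was 4.25 for skeletal muscle genes in E16.5 FP against E13.5 SM, -3.78 for genes of peripheral ganglion neurons in E13.5 MM against E13.5 SM and 9.43 for mast cell genes in E16.5 FP against E13.5 SM. For Hox genes in E13.5 MM against E13.5 SM it was 7.47, or 7.04 with the 11 members at 0 counts in a tissue set at their bound.

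The broad Wnt score was higher and the canonical score lower in E13.5 SM than in E13.5 MM. With camera the broad list did not pass in that comparison (camera adjusted p = 0.315). The canonical score was also made without the secreted and membrane antagonists and the regulators named by the paper. Over the 11 members left, the difference was -0.82 (exact permutation p = 0.00794), 84.2% of that over the whole list. This argues against the members left out as the cause of the canonical difference. The 11 still held the feedback genes Axin2, Nkd1 and Nkd2, so the part of feedback inhibitors was not tested. Epithelial cells carried over into E13.5 SM cannot be told apart from other causes, since the median log2 fold change of 17 epithelial genes in E13.5 SM against E13.5 MM was -0.87, but only 4 of them had a mean above 50 in either tissue, and the 2 called, Epcam and Trp63, were higher in E13.5 SM, Epcam with 457 ± 80.5 and 53.6 ± 17.5 normalized counts (SD, n = 5 each). With the trend over gene length removed, the broad difference was 0.09 (exact permutation p = 0.0397), 34.6% of that before. Median log2 fold changes of E13.5 SM against E13.5 MM rose with exon length. They went from -0.306 in the fifth of genes with the shortest exons to 0.221 in the fifth with the longest. A length bias may thus account for part of the broad difference. Whether the trend is such a bias or a difference between the tissues in the genes they express was not tested. Its removal may take out both. From these counts a difference in Wnt signaling between the tissues stays open, as do effects of the choice of genes.

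Skeletal muscle genes were higher in E16.5 FP than in E13.5 SM for 23 of 24 members and lower for 1, also when adjusted over the list alone (camera adjusted p = 1.8e-06, or 0.404 with an estimated correlation), with Ttn, the most abundant member, at 194673 ± 102507 normalized counts in E16.5 FP and 3862 ± 3665 in E13.5 SM (SD, n = 5 each). Over the 10 samples of E16.5 FP and E16.5 MM, centred within each tissue, the median pairwise correlation of the muscle genes was 0.945, against a highest value of 0.163 in 1000 random lists and 0.454 for the genes of adipogenesis. Genes of a programme of the tissue itself thus also moved together, so muscle cells carried over in varying amounts cannot be told apart from expression within the dissected tissue. Of the 24 genes, 19 also had a mean above 50 in E13.5 SM, and 0 were in another list.

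Of 1959 olfactory and vomeronasal receptor genes, which are silent in most tissues, a median of 632 had a count in the samples of E13.5 SM and 1172 in the other 20 samples, of which E13.5 VM replicates 2 and 4, with 685 and 674, lay within the range of E13.5 SM from 596 to 748. With every sample thinned to 20678150 counts the medians were 617 and 1122, with 93.5% of the gap left, which argues against depth as the cause. Within tissues the receptor counts moved with those of 205 genes of other silent families over the 25 samples (r = 0.555, permutation p = 0.00799, and rho = 0.619, permutation p = 0.00474, with r = 0.501 without the 2 samples farthest from the median), which is consistent with genomic DNA or other reads from silent sequence, though the RNA was treated with DNase. The 5 genes with the most counts held 41.0% of the receptor counts, a share between the bounds set for this test, so reads shared with a few expressed paralogs cannot be told apart from the rest. A difference between the tissues themselves stays open and was not tested.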

How the results depend on the processing

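The removal of the trend over gene length, that of 4 libraries and the marker mean above 100 in every tissue were chosen after the data were seen. In every setting run, the counts of differentially expressed genes stayed within 1.5 times of those given, from 5127 to 5512 for E13.5 MM against E13.5 SM with a replicate left out and from 4980.0 to 5431 under the other settings, and the log2 fold change of Axin2 kept its sign and call, from 2.17 to 2.39 for E13.5 SM against E16.5 FP and from -1.43 to -1.26 against E13.5 MM. The balance of directions turned in 3 comparisons against E13.5 SM, with 2758 genes higher and 2673 lower in E13.5 MM in a fit of the 2 tissues and, without the expression filter, 3077 and 3145 in E16.5 MM and 3302 and 3710.0 in E16.5 FP, and the cause was not tested. With a mean above 200 the markers of E13.5 MM came to 20, and with a mean above 100 in every tissue the markers of E13.5 VM, E13.5 MM, E16.5 MM, E16.5 FP and E13.5 SM came to 17, 3, 22, 72 and 244, fewer genes being able to pass. With an estimated correlation 18 pairs of a list and a comparison passed in place of 82. With fry 120.0 passed, but fry tests a list against no change, while camera tests it against the other genes. The p-values of fry below are thus not those of the same test. Over only the canonical genes the Wnt difference of E13.5 SM was -0.974 to E13.5 MM and -0.78 to E16.5 MM, both reversed, and 0.057 to E16.5 FP, no longer past the threshold, the genes scored being others. The direction changed for 5 genes. Bmp1 in E16.5 FP against E13.5 MM was -0.0356 without the expression filter and ran from -0.0405 to 0.0559 with a replicate left out. Bmp2 in E16.5 MM against E13.5 MM ran from -0.0227 to 0.176. Cthrc1 in E16.5 FP against E13.5 SM was -0.187 with the length trend removed and ran from -0.0783 to 0.249. Igf2 in that comparison was 0.107 with the length trend removed, 0.0202 without the 4 libraries and 0.0009 in a fit of the 2 tissues, and ran from -0.146 to 0.0531. None of these 4 was called, and the cause was not tested. Dsp in E16.5 FP against E13.5 SM was called at 2.53, ran from -0.47 to 2.86 and reversed only without E16.5 FP replicate 1. The lists that reversed were adipogenesis in E13.5 MM against E13.5 SM (fry adjusted p = 0.812, replicate block 0.988), the IGF pathway in E16.5 MM against E13.5 SM (fry 0.0499), mammary mesenchyme identity in E16.5 FP against E13.5 SM (fry 4.51e-06), canonical Wnt genes in the same comparison (block 0.988), Hox genes in E13.5 MM against E13.5 VM (fry 0.883), the FGF pathway in E16.5 MM against E13.5 MM (block 0.948) and erythroid cells in E16.5 MM and E16.5 FP against E13.5 MM (fry 0.0113 and 0.00595). None of them passed with camera, and the cause was not tested. In 21 pairs, these 8 among them and 0 past the threshold, the median, the mean and camera's direction differ in sign. Of 6400 values of named genes with a replicate left out, 95 lost their call, 17 gained one and 9 changed sign. Over the 40 genes that the paper names and all 6 comparisons, 13 of 240 pairs changed sign in some setting, 4 of them among the 156 reported, none of the 13 past the threshold. The replicate numbers do not pair the samples, since same-numbered samples correlated from -0.247 to 0.289. The block moved the counts of differentially expressed genes against E13.5 SM to 5317 for E13.5 MM, 6212 for E16.5 MM and 6973 for E16.5 FP, and in no comparison did every sample correlate best with its own number. Depth limits what is said of genes with few counts, and DESeq2's size factors moved the median log2 fold change of all genes by at most 0.0426.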

Differences from the paper's values

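The numbers of marker genes differed from the paper's at the thresholds its methods give, with normalized counts as in its figure legend. For E13.5 MM the paper gives 10 and the count here was 34. With DESeq2's Wald test it was 29, with its size factors 30, without the expression filter 38, with the replicate block 32, with a mean above 200 it was 20, and with each replicate left out it ran from 30 to 36. All of these settings were listed before the data were examined, and all lay more than 1.5 times above the paper's 10. For E16.5 MM the paper gives 54 and the count here was 88. It was 97 with the Wald test, 94 with the size factors, 83 without the filter and 90 with the block. It came within 1.5 times of the paper's only with a mean above 200, at 70, and without E16.5 MM replicate 5, at 81. For E16.5 FP the paper gives 195 and the count here was 331. It was 329 with the Wald test and with the size factors, 307 without the filter, 324 with the block and from 301 to 358 with a replicate left out. It came within 1.5 times only with a mean above 200, at 264. For E13.5 SM the paper gives 393 and the count here was 594. It came within 1.5 times at 578 with the Wald test, 577 with the size factors, 502 with a mean above 200 and at from 574 to 589 without any 1 of 14 samples, but not at 621 without the filter, 598 with the block or from 593 to 637 without any 1 of the other 11. For E13.5 VM the paper's 51 and the 73 found here were within 1.5 times of each other. The legend asks for an average of at least 100 in each group, and a mean above 100 in every tissue, a reading tried only after the values were seen, gave 17, 3, 22, 72 and 244 markers of E13.5 VM, E13.5 MM, E16.5 MM, E16.5 FP and E13.5 SM, each more than 1.5 times below the paper's. By its own values, 34 of 50, 9 of 10, 31 of 54, 128 of 195 and 169 of 393 genes in Supplementary file 1 would not pass that reading, and no gene there has a mean below 201.4 in its own tissue.

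The paper gives from 36.6 M to 53.4 M mapped reads per sample, and the total counts of the deposited table ran from 20.7 M to 34.4 M. No other setting applies to these totals.

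In the paper's scores the Wnt signature was higher in E13.5 SM than in the mammary mesenchymes, and a legend names it as low in E16.5 MM and E16.5 FP. The broad list written for this comparison ran the same way for E13.5 MM, E16.5 MM and E16.5 FP, and the list of canonical feedback and target genes ran the other way for E13.5 MM and E16.5 MM, at differences of -0.974 and -0.78. With camera the broad list passed for E16.5 FP only (camera adjusted p = 0.0272, or 0.459 with an estimated correlation). Axin2, of which the paper compares E13.5 SM with E16.5 FP, was higher in E13.5 SM than in E16.5 FP by a log2 fold change of 2.31, and its log2 fold change was -1.35 against E13.5 MM and -0.39 against E16.5 MM. The paper also reports a Wnt reporter that was higher in the E13.5 salivary gland mesenchyme than in the E16.5 mammary mesenchyme. These counts do not measure that reporter. The paper calls the genes of cluster 5 invariable among the mammary tissues, and 36 of its 77 genes were called in neither E16.5 MM nor E16.5 FP against E13.5 MM. The paper's text gives Adam10 to cluster 5 and its Supplementary file 2 to cluster 6. The paper states that Cdh11 and Tnc were higher in the E16.5 mesenchyme than at E13.5. Both rose in E16.5 MM, while in E16.5 FP Cdh11 fell and Tnc was not called.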

Other observations

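No test in this part was chosen after its result was seen, but the splits of the samples were first drawn 30 times and raised to 100 after those had been seen. Globin genes switched with the stage. Of 10 genes of erythroid cells, 6 were higher and 3 lower in E16.5 MM than in E13.5 MM, also when adjusted over the list alone (median log2 fold change 0.79, mean -0.74, camera adjusted p = 0.883), and likewise 6 and 3 in E16.5 FP (camera adjusted p = 0.742). The 3 that fell are globin genes of embryonic red cells. Hbb-y went from 26809 ± 2066 normalized counts in E13.5 MM to 399.7 ± 159 in E16.5 MM (SD, n = 5 each), Hba-x had a log2 fold change of -3.93 (standard error 0.238, edgeR adjusted p = 7.97e-12) and Hbb-bh1 one of -4.53 (standard error 0.281, edgeR adjusted p = 4.24e-12). The adult globin gene Hbb-bs went from 16142 ± 3264 to 56372 ± 8181, and Hbb-bt, a near-identical copy that may share its reads, had a log2 fold change of 1.29 (standard error 0.194, edgeR adjusted p = 7.96e-06). Against E13.5 SM, 7 of the 10 were higher and none was lower in E13.5 MM (camera adjusted p = 0.0155, or 0.506 with an estimated correlation).

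Of 15 imprinted genes, 2 were higher and 11 lower in E13.5 MM than in E13.5 SM (camera adjusted p = 0.000486, or 0.148 with an estimated correlation), 1 and 9 in E16.5 MM (camera adjusted p = 0.000677, or 0.16 with an estimated correlation) and none and 8 in E16.5 FP (camera adjusted p = 0.0189, or 0.363 with an estimated correlation), also when adjusted over the list alone. Peg10 had 28613 ± 3617 normalized counts in E13.5 SM and 5309.6 ± 709 in E13.5 MM (SD, n = 5 each), Zim1 had 31400 ± 2619 and 9436 ± 552, and the growth regulator gene Plagl1 had a log2 fold change of -1.60 (standard error 0.122, edgeR adjusted p = 2.73e-11). Nnat went the other way with one of 1.91 (standard error 0.372, edgeR adjusted p = 0.00014). Of 15 immediate early and heat shock genes, which respond to handling of tissue, 9 were higher and none lower in E16.5 MM than in E13.5 MM (camera adjusted p = 0.00233, or 0.245 with an estimated correlation), and 3 were higher and 9 lower in E13.5 MM than in E13.5 SM (camera adjusted p = 0.28), also when adjusted over the list alone. Egr2 had 181 ± 63.9 normalized counts in E16.5 MM and 21.2 ± 7.54 in E13.5 MM, and Fos had 1649 ± 1024 in E13.5 SM and 362 ± 21.1 in E13.5 MM. Of 9 genes of Schwann cells and glia, 3 were higher and 1 lower in E13.5 MM than in E13.5 SM (camera adjusted p = 0.295), and 1 was higher and 6 lower in E16.5 MM than in E13.5 MM (camera adjusted p = 0.0839), also when adjusted over the list alone. Ngfr had a log2 fold change of -2.09 (standard error 0.160, edgeR adjusted p = 1.49e-10) and S100b one of 2.67 (standard error 0.232, edgeR adjusted p = 9.18e-10) in the latter comparison.

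For each count of differentially expressed genes, chance can be excluded only as to which samples were put together. In 100 splits of the same samples the real count was the highest. The other splits mix the tissues and treat samples of a shared litter as separate. They therefore say nothing about effects of litter or dissection that go with the tissue. The real count and the highest of the other splits were 5314 and 2841 for E13.5 MM against E13.5 SM, 6203 and 2651 for E16.5 MM against E13.5 SM, 6982 and 3780.0 for E16.5 FP against E13.5 SM, 1139 and 82 for E13.5 MM against E13.5 VM, 3495 and 1416 for E16.5 MM against E13.5 MM, and 4495 and 2036 for E16.5 FP against E13.5 MM. The marker genes had real counts of 73 in E13.5 VM, 34 in E13.5 MM, 88 in E16.5 MM, 331 in E16.5 FP and 594 in E13.5 SM and 0 in every other split, but groups of mixed tissues can hardly meet a rule on 4 comparisons, so this says little about chance. For the pairs of a list and a comparison past the threshold, the real count was 82 and the highest of the other splits 84, and 4 splits of 100, the real one included, gave as many or more, so that chance can be excluded only at the 5% level set for this count, and not by a margin.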
